# *O*-Desmethyltramadol Enhanced Anti-Cancer Efficacy over Tramadol Through Non-μ-Opioid Receptor and Differential Cellular Contexts of Human Breast Cancer Cells

**DOI:** 10.3390/ijms26094139

**Published:** 2025-04-27

**Authors:** Zih-Syuan Wu, Yi-Hsuan Huang, Shih-Ming Huang

**Keywords:** Tramadol, *O*-desmethyltramadol, breast cancer, cytotoxicity, μ-opioid receptor, ER stress, tumor microenvironment

## Abstract

Tramadol, a widely used analgesic, has recently been explored for its potential anti-cancer effects. However, the antitumor dosage of tramadol is over its current clinical application. Its primary metabolite, *O*-desmethyltramadol, has greater μ-opioid receptor affinity and stronger pharmacological activity. Hence, we sought to examine whether the cytotoxic effect of *O*-desmethyltramadol was better than tramadol on breast cancer cells. Our results showed that *O*-desmethyltramadol significantly reduced cell viability in breast cancer cells, with IC50 values of 64.2 μg/mL (MDA-MB-231) and 96.7 μg/mL (MCF-7), demonstrating over ten-fold greater potency than tramadol. The presence of a μ-opioid receptor antagonist Alvimopan did not alter the cytotoxic effects of tramadol and *O*-desmethyltramadol, indicating a non-opioid receptor-mediated mechanism. Compared with antitumor activity of tramadol mediated through ER stress, we confirmed that *O*-desmethyltramadol induced ER stress proteins, including the p-eIF2α/eIF2α ratio, ATF4, and CHOP. In MDA-MB-231 cells, *O*-desmethyltramadol treatment elevated mRNA expression levels of *ATF4*, *CHAC1*, and *DDIT3* by approximately 2-fold. In MCF-7 cells, the induction was even more pronounced, with *ATF4* increased 1.7-fold, *CHAC1* 12-fold, and *DDIT3* 9-fold. Beyond the opioid receptor-mediated pathway, we further analyzed the differential functions of *O*-desmethyltramadol than tramadol using the RNA-seq analysis. The pathway enrichment analyses revealed that *O*-desmethyltramadol influenced immune and inflammatory pathways, such as TNF and IL-6/JAK/STAT3 signaling in MDA-MB-231 cells, while in MCF-7 cells, it affected metabolic and transcriptional pathways, including mTOR and MAPK signaling. Gene Set Enrichment Analysis further highlighted *O*-desmethyltramadol’s role in interferon response and tumor microenvironment modulation. Four upregulated genes and five downregulated genes were modulated by *O*-desmethyltramadol in MDA-MB-231 and MCF-7 cells. Overall, our findings indicated that *O*-desmethyltramadol exerted potent anti-cancer effects through multiple non-opioid mechanisms, with distinct response from tramadol depending on breast cancer subtype. These findings not only highlight the therapeutic potential of *O*-desmethyltramadol as a novel adjunct in breast cancer treatment, but also emphasize the need for further investigation into its safety and clinical applicability in oncology.

## 1. Introduction

Tramadol is a widely utilized analgesic in clinical practice, commonly prescribed for the management of moderate cancer-related and postoperative pain. Its molecular structure contains two chiral carbon atoms, and the commercially available formulation is a racemic mixture consisting of equal proportions of the (+)-1R,2R and (−)-1S,2S enantiomers [1]. In humans, tramadol undergoes extensive hepatic metabolism. The primary metabolic pathways—*O*-desmethylation and *N*-desmethylation—are mediated by cytochrome P450 isoenzymes, including cytochrome P450 2D6 (CYP2D6), cytochrome P450 2B6 (CYP2B6), and cytochrome P450 3A4 (CYP3A4) [2]. This metabolic process produces at least 23 metabolites, among which *O*-desmethyltramadol stands out as the pharmacologically active metabolite. *O*-desmethyltramadol exhibits a significantly higher affinity for the μ-opioid receptor compared to the parent compound, contributing to its enhanced analgesic potency [3]. The *O*-desmethyltramadol metabolite is approximately six times more potent than tramadol itself in providing analgesia and is estimated to be 300 times more effective at binding to the μ-opioid receptor than the parent drug [4]. Tramadol achieves its analgesic effects through two complementary and synergistic mechanisms: activation of the μ-opioid receptor and inhibition of neurotransmitter reuptake [5]. The opioid receptor-mediated analgesia primarily stems from the active metabolite, *O*-desmethyltramadol, while the parent drug is responsible for inhibiting the reuptake of neurotransmitters such as serotonin and norepinephrine. This dual action enhances the suppression of pain transmission in the spinal cord, providing a robust analgesic effect.

Ensuring the safe and effective use of opioids in oncology is essential for providing adequate pain management to cancer patients. Opioids mediate their analgesic effects by binding to specific receptors, including μ, κ, δ, and opioid-like receptors. Among these, the μ-opioid receptor is the most studied in the context of cancer, being expressed both pre- and post-synaptically and playing a pivotal role in modulating nociceptive signaling [6]. Upon receptor activation, opioids reduce the depolarization of afferent nociceptive neurons, thereby inhibiting pain transmission [7]. Interestingly, μ-opioid receptor expression has been identified in several tumor types, and elevated μ-opioid receptor levels have been associated with an increased risk of lymph node metastasis [8]. These findings have prompted investigations into the potential role of opioids not only as analgesics but also as modulators of tumor biology. A growing body of preclinical and clinical evidence has examined the relationship between opioid use and cancer progression. For example, chronic morphine treatment has been shown to attenuate cell growth in BT474 human breast cancer cells by altering the ErbB signaling network [9]. Moreover, opioid ligands targeting various receptor subtypes have demonstrated dose-dependent growth inhibition in MCF-7 breast cancer cells, an effect that was reversed by co-treatment with the opioid receptor antagonist naloxone [10]. Clinically, studies have also suggested a potential protective role of intraoperative opioid use in improving recurrence-free survival in triple-negative breast cancer (TNBC) patients. This effect may be partly explained by the expression patterns of opioid receptors, where protumorigenic receptors are either downregulated or absent, while antitumorigenic receptors are upregulated [11].

Recent studies have highlighted that tramadol not only serves as an effective analgesic but also demonstrates significant potential as an anti-cancer agent, particularly in combating breast cancer. Evidence from both in vitro [12] and in vivo [13] research has revealed that tramadol exerts anticancer effects on breast cancer cells. Notably, clinical reports suggest that the postoperative use of tramadol is associated with a reduced risk of breast cancer recurrence, further emphasizing its potential therapeutic value [14]. In our previous research, we demonstrated that tramadol inhibited cell migration, colony formation, and invasion in a dose-dependent manner across two breast cancer cell lines [15]. Additionally, when used in combination with doxorubicin, a widely used chemotherapeutic agent, tramadol exhibited synergistic anticancer effects. These synergistic interactions were observed in MDA-MB-231 cells, a model for TNBC, and in MCF-7 cells, which represent estrogen receptor-positive breast cancer. This combination not only enhanced anticancer efficacy but also suggested that tramadol may serve as sensitizer against breast cancer to reduce the side effects and recurrent rates of current therapeutics. Nonetheless, these anti-cancer effects were observed only at concentrations exceeding those used in clinical analgesia, thereby limiting the feasibility of tramadol as a therapeutic agent in oncology.

Given that *O*-desmethyltramadol is the primary active metabolite of tramadol, with significantly higher μ-opioid receptor affinity and enhanced pharmacological potency, we hypothesized that it may exhibit greater cytotoxic activity than tramadol in breast cancer cells. Importantly, we aimed to investigate whether these effects were dependent on μ-opioid receptor signaling or involved alternative pathways. By comparing the cytotoxic and mechanistic effects of tramadol and *O*-desmethyltramadol, including transcriptomic analysis through RNA-seq, we sought to uncover whether *O*-desmethyltramadol could serve as a more potent and mechanistically distinct anti-cancer agent. This comprehensive analysis will provide valuable insights into the potential anti-cancer mechanisms of *O*-desmethyltramadol and tramadol, paving the way for their potential application in oncology.

## 2. Results

### 2.1. O-Desmethyltramadol Had a Better Effect than Tramadol in Inhibiting the Cell Viability of Breast Cancer Cells

*O*-desmethyltramadol is the main active metabolite of tramadol, formed through *O*-desmethylation by the CYP2D6 [2]. The key distinction between *O*-desmethyltramadol (Figure 1A) and tramadol (Figure 1B) is illustrated.

First, we compared whether tramadol and its metabolite, *O*-desmethyltramadol, affected the cell viability of breast cancer cells. The results demonstrated that *O*-desmethyltramadol markedly reduced cell viability in a dose-dependent manner in MDA-MB-231 cells, with its effects becoming especially prominent at lower concentrations (50 µg/mL and 100 µg/mL), yielding a half maximal inhibitory concentration (IC50) value of 64.2 µg/mL (Figure 2A). Similarly, in MCF-7 cells, *O*-desmethyltramadol exhibited a significantly stronger cytotoxic effect compared to tramadol, with noticeable reductions in cell viability occurring at concentrations as low as 25 µg/mL and an IC50 of 96.7 μg/mL (MCF-7) (Figure 2B). Based on the data presented in Figure 2C,D, the calculated IC50 values of tramadol were approximately 1083 µg/mL for MDA-MB-231 cells and 1184 µg/mL for MCF-7 cells.

Next, we investigated whether the μ-opioid receptor antagonist alvimopan influenced the ability of tramadol and *O*-desmethyltramadol to reduce cell viability in MDA-MB-231 and MCF-7 cells. However, the addition of alvimopan did not significantly alter the reduction in cell viability caused by tramadol or *O*-desmethyltramadol in either cell line, suggesting that the observed effects are mediated through a μ-opioid receptor-independent mechanism (Figure 2C,D).

### 2.2. O-Desmethyltramadol Triggered ER Stress in Breast Cancer Cells

Since our previous research established that tramadol induces endoplasmic reticulum stress (ER stress) through the p-eIF2α (phosphorylation of the eukaryotic initiation factor 2)/ATF4 (activating transcription factor 4)/CHOP (C/EBP homologous protein) signaling axis in breast cancer cells, we aimed to investigate whether *O*-desmethyltramadol, the active metabolite of tramadol, also triggers ER stress in these cells. To assess this, we examined the expression levels of key ER stress markers using western blot analysis. Our results demonstrated that treatment with 50 μg/mL of *O*-desmethyltramadol led to an increase in the protein expression of both p-eIF2α/eIF2α ratio and ATF4 in MDA-MB-231 cells, indicating activation of the ER stress pathway (Figure 3A). At a higher concentration of 100 μg/mL, p-eIF2α/eIF2α ratio expression continued to increase, whereas ATF4 expression decreased, suggesting a concentration-dependent regulatory effect.

To further confirm these observations at the transcriptional level, we conducted a quantitative polymerase chain reaction (qPCR) to assess the expression of ATF4 and its well-established downstream target genes involved in cellular stress responses, including *glutathione-specific gamma-glutamylcyclotransferase 1* (*CHAC1*) and *DNA damage-inducible transcript 3* (*DDIT3*). The results demonstrated that only *O*-desmethyltramadol significantly induced *ATF4* mRNA expression in a dose-dependent manner, while tramadol did not show this effect in MDA-MB-231 cells (Figure 3B). For downstream targets, *CHAC1* was significantly upregulated at 0.5 mg/mL of tramadol and 0.05 mg/mL of *O*-desmethyltramadol, while *DDIT3* displayed a dose-dependent and significant increase in expression following treatment with either tramadol or *O*-desmethyltramadol in MDA-MB-231 cells (Figure 3B). In MCF-7 cells, treatment with 50 μg/mL of *O*-desmethyltramadol significantly induced the protein expression of ATF4 and CHOP, while 0.1 mg/mL of *O*-desmethyltramadol further upregulated the p-eIF2α/eIF2α ratio (Figure 3C). At the transcriptional level, both tramadol and *O*-desmethyltramadol significantly induced *ATF4* mRNA expression in MCF-7 cells. For downstream genes, both *CHAC1* and *DDIT3* were significantly upregulated in a dose-dependent manner by Tramadol and *O*-desmethyltramadol (Figure 3D).

Here, tramadol and *O*-desmethyltramadol elevated the expression of *CHAC1* mRNA in MDA-MB-231 and MCF-7 cells. A recent study showed that CHAC1 degradation of GSH (glutathione) enhances cystine-starvation-induced necroptosis and ferroptosis through the activated GCN2 (general control nonrepressed 2)-eIF2α-ATF4 pathway in TNBC cells [16]. To further investigate, we analyzed the GSH/GSSG (oxidized glutathione) ratio in MDA-MB-231 and MCF-7 cells following treatment with tramadol and *O*-desmethyltramadol. Our data showed that MCF-7 cells exhibited higher GSH/GSSG ratio than MDA-MB-231 cells (Figure 3E), but no significant differences in the GSH/GSSG ratio were observed after treatment with either tramadol or *O*-desmethyltramadol in MDA-MB-231 and MCF-7 cells. In our previous work, tramadol was showed to elevated cytosolic reactive oxygen species (ROS) levels in human endometrial cancer cells [17]. Therefore, we next assessed the impact of tramadol and *O*-desmethyltramadol on ROS levels in breast cancer cells using 2′,7′-dichlorodihydrofluorescein diacetate (DCFH-DA) staining. Our results confirmed that both tramadol and *O*-desmethyltramadol significantly increased intracellular ROS levels in MDA-MB-231 and MCF-7 cells (Figure 3F). Collectively, these findings suggest that the induction of *CHAC1* expression by tramadol and *O*-desmethyltramadol may be mediated through elevated ROS levels rather than changes in glutathione redox balance, highlighting a potential oxidative stress-related mechanism underlying their effects in breast cancer cells.

### 2.3. Compared to Tramadol, O-Desmethyltramadol Exerts Distinct Effects on Different Types of Breast Cancer Cells by Modulating Various Functional Pathways

To gain a more comprehensive understanding of the different mechanisms by which tramadol and *O*-desmethyltramadol induce cell death in breast cancer cells, we conducted RNA sequencing (RNA-seq) analysis. This approach allowed us to investigate global gene expression changes and identify key signaling pathways that may contribute to the distinct effects of *O*-desmethyltramadol and tramadol on breast cancer cell viability. 

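MDA-MB-231 cells, a triple-negative breast cancer line, and MCF-7 cells, an estrogen receptor-positive line, were each treated with 0.05 mg/mL *O*-desmethyltramadol or 0.5 mg/mL tramadol before polyA RNA sequencing. There was 1 library per drug and cell line, so no value below has a replicate behind it. *O*-desmethyltramadol differs from tramadol by *O*-demethylation, which leaves a free phenol in place of the methoxy group. The doses also differ, so each comparison is between the drugs at these doses. No untreated library was analyzed here, and the paper's text does not name the exposure time of these libraries. The authors counted paired-end reads per gene with HTSeq 0.6.1 and deposited raw counts and FPKM values for each library. The deposited tables hold 61806 genes. Total counts in MDA-MB-231 cells were 20076716 with *O*-desmethyltramadol and 16383200 with tramadol. In MCF-7 cells they were 19707464 with *O*-desmethyltramadol and 16238252 with tramadol. A single count is 4.98e-06% to 6.16e-06% of a library, and a gene with 0 counts may have had up to 3. Counts were normalized within each cell line by TMM in edgeR, and each gene is given as the log2 ratio of *O*-desmethyltramadol over tramadol after adding 0.5 to both counts. The range in parentheses after a ratio is its 95% exact conditional binomial (Clopper-Pearson) interval, called the counting interval, which covers counting error only. No p-value is given within a cell line, where "higher" and "lower" describe the libraries themselves. "Rose" and "fell" are kept for genes called at an adjusted p under 0.05 by edgeR's quasi-likelihood fit over both cell lines, with cell line as a block and Benjamini-Hochberg adjustment over 17899 genes. That fit has 4 libraries and 1 residual degree of freedom, so its p-values set the drug difference against a spread between the lines that was pooled over genes. A gene can thus be called although its own ratio differs much between the lines, and a call does not show a like difference in both. Gene lists were written by hand from textbook knowledge before the data were examined and are not the KEGG, Hallmark or xCell collections. The paper's Table 1 and Figure 7 had been read by then. Some lists hold genes named there, such as *DDIT3*, *OASL* and *ETV5*, so these lists are not fully independent of the libraries. Lists can also share members with each other. The median log2 ratio of a list was set against the 95% range of 10000 random lists matched on mean count. Random lists hold unrelated genes, so a list of genes that vary together can leave this range between any 2 libraries. List members averaging at least 10 normalized counts were counted as higher or lower when they differed at least 1.5-fold with a counting interval that excludes equality. Where 5 or fewer members of a list were called, they are named, and such names were in part chosen after their values were seen.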

To visualize the transcriptional differences between *O*-desmethyltramadol and tramadol treatment, RNA-seq results were presented as a volcano plot. In this plot, significantly upregulated genes are highlighted in red, while downregulated genes are shown in blue, illustrating the distinct gene expression profiles induced by the two compounds (Figure 4A,B). 

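In MDA-MB-231 cells, *CEMIP*, which encodes a hyaluronan-binding protein, had 233.0 normalized counts with *O*-desmethyltramadol and 53.4 with tramadol, a log2 ratio of 2.11 (1.68 to 2.60). *ANGPT1*, a ligand of the endothelial TEK receptor, was higher by 2.01 on the log2 scale (1.51 to 2.56), and *TNFSF10*, which encodes the death ligand TRAIL, by 1.73 (1.50 to 1.97). *OLAH*, a thioesterase of fatty acid synthesis, had a log2 ratio of -2.34 (-3.07 to -1.71), and the growth factor gene *FGF1* had -1.63 (-2.00 to -1.28). In MCF-7 cells, *GABRP*, which encodes a subunit of the GABA-A receptor, had 725.6 normalized counts with *O*-desmethyltramadol and 128.3 with tramadol, a log2 ratio of 2.49 (2.22 to 2.79). *GPER1*, a membrane estrogen receptor, had 1.75 (1.35 to 2.18), and *CCN5*, a matricellular protein gene, had -2.29 (-3.02 to -1.66). Among 12393 genes averaging at least 50 normalized counts in MDA-MB-231 cells, 156 were at least 2-fold higher with *O*-desmethyltramadol and 77 were at least 2-fold lower. Among 12323 such genes in MCF-7 cells, 86 were at least 2-fold higher and 117 were at least 2-fold lower. The counting interval excluded equality for 100% of these genes, which follows from the 2-fold rule and the minimum of 50 counts. Over both cell lines, 74 genes rose and 83 fell in edgeR's fit. *SLC7A11*, the cystine transporter, fell by 1.46 on the log2 scale (standard error 0.175, adjusted p = 8.9e-13 from edgeR) and was lower in both cell lines. *NNMT*, which methylates nicotinamide, rose by 1.51 (standard error 0.245, adjusted p = 1.8e-06 from edgeR), a call that rests on MDA-MB-231 cells because MCF-7 cells held 0 and 1 counts of it. The log2 ratio in MDA-MB-231 cells followed the GC content of the transcript, with a Spearman's rho of 0.407 across genes, which are not independent replicates, against 0.0607 in MCF-7 cells. With that trend removed, an alternative chosen after seeing the data, 96 genes were at least 2-fold higher in MDA-MB-231 cells and 71 at least 2-fold lower, and the 67 higher genes that dropped out had a median log2 ratio of 1.06 before and 0.86 after. The counts also depend on the rule, since genes averaging at least 10 counts gave 559 higher and 304 lower in MDA-MB-231 cells and the authors' FPKM gave 97 higher. If replicates are assumed to vary by a coefficient of 0.1, edgeR's exact test called 197 higher and 84 lower genes in MDA-MB-231 cells and 97 higher and 142 lower genes in MCF-7 cells. At 0.2 it called 1 higher and 1 lower gene in MDA-MB-231 cells and 7 higher and 19 lower genes in MCF-7 cells.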

To further investigate the biological significance of these gene expression changes, we performed KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis (Figure 4C,D). 

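In MDA-MB-231 cells, targets of TNF and NF-κB were higher with *O*-desmethyltramadol than with tramadol, with a list median log2 ratio of 0.32 against -0.11 to 0.12 in random lists. Of 35 measured members, 13 were higher, 3 were lower and 19 were neither. Among them, *CCL20*, a chemokine that attracts lymphocytes, had a log2 ratio of 1.59 (1.07 to 2.16), and *BCL3*, a regulator of NF-κB, had 1.54 (1.17 to 1.93). The genes of T helper cell differentiation had a median of 0.31 (random lists -0.11 to 0.14), with 13 of 39 members higher, 1 lower and 25 neither. Those with the largest ratios were genes of antigen presentation by MHC class II, such as *HLA-DMA* at 1.08 (0.84 to 1.34) and *HLA-DMB* at 1.08 (0.72 to 1.45), which load peptides onto class II molecules. Genes of ECM-receptor interaction had a median of 0.30 (random lists -0.09 to 0.13), with 11 of 45 members higher, 2 lower and 32 neither. Its members included the laminin gene *LAMA5* at 1.38 (1.28 to 1.48) and *SDC4*, a cell-surface proteoglycan gene, at 1.06 (1.01 to 1.10). The Notch list had a median of 0.11, inside the range of random lists (-0.12 to 0.17), with 2 of 30 members higher, 1 lower and 27 neither. *LFNG*, which modifies Notch receptors, was higher at 1.55 (1.04 to 2.10) and the receptor gene *NOTCH3* at 1.05 (0.69 to 1.43), whereas the Notch target *HEY1* was lower at -1.64 (-2.29 to -1.06). The IL-17 list had a median of -0.00, inside its range (-0.13 to 0.18), with 5 of 26 members higher, 3 lower and 18 neither. It held *PTGS2*, the inducible cyclooxygenase, at 1.14 (0.73 to 1.57) and *MMP1*, a collagenase, at -1.16 (-1.28 to -1.04). In edgeR's fit over both lines, 2 of 36 tested TNF targets rose (*IL6*, *PTX3*) and 1 fell (*IL1A*), with 12 rising and 3 falling when adjusted over the list alone. Of 41 T helper genes, 3 rose (*IL4R*, *IL6*, *HLA-DRA*) and none fell, with 9 rising when adjusted over the list alone. *LAMA5*, *THBS1* and *COL6A2* rose and *LAMC2* fell among 46 ECM-receptor genes, with 7 rising and 1 falling when adjusted over the list alone. *LFNG* and *NOTCH3* rose among 34 Notch genes (3 when adjusted over the list alone), and *IL6* rose and *MMP1* fell among 32 IL-17 genes (3 and 5 when adjusted over the list alone). The call of *IL6* in these lists rests on MDA-MB-231 cells, because MCF-7 cells held almost no counts of it. In MCF-7 cells, 0 of 25 measured TNF targets were higher and 2 were lower. With the inter-gene correlation preset at 0.01, limma's camera gave an adjusted p = 0.012 for the TNF list (adjusted p = 0.68 with an estimated correlation). By the same test, the T helper list had an adjusted p = 0.0035 and the ECM-receptor list 0.0027 (adjusted p = 0.68 with an estimated correlation for each), while the Notch list had 0.050 and the IL-17 list 0.82. The 22 lists that camera called, of 51 tested, were reduced to 0 with estimated correlations, for which the smallest unadjusted p was 0.0665. That setting tests each list on the 1 residual degree of freedom, so few lists could pass whatever their correlation. The interferon-gamma list lost its call at an estimated correlation of -0.0076, under the preset 0.01. These values therefore cannot decide whether correlation between genes made the calls. Among the 51 and the 22 are lists of the paper's Table 1, which the study chose on these experiments. After removal of the GC trend of MDA-MB-231 cells, the medians were 0.32 for the TNF list, 0.30 for the T helper list, 0.24 for ECM-receptor interaction, -0.04 for Notch and -0.13 for IL-17. The Notch median left its random range, at 0.18, when the trend with gene length was removed instead.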

The analysis revealed that, compared to tramadol, *O*-desmethyltramadol treatment in MDA-MB-231 cells significantly altered the expression of genes enriched in several key signaling pathways, including the TNF (tumor necrosis factor) signaling pathway, Th1 (T helper cell type 1) and Th2 (T helper cell type 2) cell differentiation, Th17 (T helper 17) cell differentiation, Notch signaling pathway, IL-17 (interleukin-17) signaling pathway, and ECM (extracellular matrix)-receptor interaction. These pathways are known to play crucial roles in immune regulation, inflammation, and cellular communication, indicating that *O*-desmethyltramadol may modulate breast cancer cell survival and death by influencing immune responses, inflammatory processes, and interactions within the tumor microenvironment (Figure 4C). The enrichment of immune-related pathways suggests a potential involvement of *O*-desmethyltramadol in altering the inflammatory landscape of MDA-MB-231 cells, which are known to be triple-negative and highly aggressive. In contrast, compared to tramadol, *O*-desmethyltramadol treatment in MCF-7 cells revealed a distinct set of differentially expressed genes enriched in pathways related to metabolic regulation, gene transcription, and cell signaling. These pathways included vitamin B6 metabolism, transcriptional mis-regulation in cancer, pyruvate metabolism, protein digestion and absorption, the mTOR (mammalian target of rapamycin) signaling pathway, the MAPK (mitogen-activated protein kinase) signaling pathway, and ECM-receptor interaction (Figure 4D). 

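In MCF-7 cells, the genes of serine, glycine and one-carbon metabolism were lower with *O*-desmethyltramadol, with a list median of -0.29 against -0.12 to 0.14 in random lists. Of 20 measured members, 8 were lower, 0 were higher and 12 were neither. *PHGDH*, the first enzyme of serine synthesis from glucose, had 210.6 normalized counts with *O*-desmethyltramadol and 1268.0 with tramadol, a log2 ratio of -2.59 (-2.80 to -2.38). *ALDH1L2*, an enzyme of mitochondrial folate metabolism, had -2.95 (-3.82 to -2.25). *PSAT1*, the next enzyme of serine synthesis, had -1.56 (-1.87 to -1.26) and is also a member of the vitamin B6 list. That list had a median of 0.01, inside its range of random lists (-0.31 to 0.31), and its aldehyde oxidase gene *AOX1* had a log2 ratio of 1.57 (0.94 to 2.29). Of its 5 measured members, 1 was higher, 1 was lower and 3 were neither. The pyruvate metabolism list had a median of -0.06 (random lists -0.09 to 0.12), with 5 of 30 members lower, 0 higher and 25 neither. These included *ACSS2*, which makes acetyl-CoA from acetate, at -1.28 (-1.44 to -1.13), and the pyruvate carboxylase gene *PC* at -1.02 (-1.26 to -0.79). Of 41 transcription factors and targets misregulated in cancer, 11 were lower, 4 were higher and 26 were neither, with a median of -0.07 (random lists -0.11 to 0.12). The nuclear receptor gene *PPARG* had -0.95 (-1.33 to -0.58), and the cell cycle inhibitor gene *CDKN2C* had a counting interval of -1.33 to -0.69. Members of the protein digestion and absorption list with large ratios were collagen genes that differed in direction, with *COL4A4* at 1.97 (1.48 to 2.51) and *COL5A2* at -2.09 (-2.52 to -1.69). This list had a median of 0.08 (random lists -0.12 to 0.13), with 7 of 37 members higher, 3 lower and 27 neither. Genes of ECM-receptor interaction had a median of -0.06 (random lists -0.08 to 0.12), with 5 of 39 members higher, 6 lower and 28 neither. The laminin genes *LAMC2* and *LAMB3* were lower at -1.37 (-1.56 to -1.20) and -1.28 (-1.56 to -1.01), and the collagen gene *COL6A2* was higher at 1.06 (0.74 to 1.40). Over both cell lines, 6 of 24 tested genes of serine and one-carbon metabolism fell and none rose in edgeR's fit, with 9 falling when adjusted over the list alone. Among the 6, *PHGDH*, *PSAT1*, *ALDH1L2*, *MTHFD2* and *SHMT2* are also members of the list of ATF4 targets described further below. *PHGDH*, *PSAT1* and *ALDH1L2* are genes of the paper's Table 1 as well, which had been read before the lists were written. *PHGDH* fell by 1.45 on the log2 scale (standard error 0.196, adjusted p = 6e-10 from edgeR), with -0.37 (-0.52 to -0.22) in MDA-MB-231 cells and -2.59 in MCF-7 cells. Its standard error rests on a spread pooled over genes and understates this gap between the lines. The list of serine and one-carbon metabolism as a whole had an adjusted p = 5.2e-08 from limma's camera (adjusted p = 0.68 with an estimated correlation). In the same fit, *PSAT1* fell among 6 vitamin B6 genes (1 when adjusted over the list alone), and *PCK2* and *ACAT2* fell among 32 pyruvate genes (2 falling and 1 rising when adjusted over the list alone). *PLAT* rose and *DDIT3*, *NUPR1* and *ETV5* fell among 43 genes of the transcriptional misregulation list, with 2 rising and 6 falling when adjusted over the list alone. *COL6A2* rose and *SLC3A2* and *COL5A2* fell among 43 genes of the protein digestion list, with 5 rising and 2 falling when adjusted over the list alone. *PCK2*, *DDIT3*, *NUPR1* and *SLC3A2* are in the ATF4 list too, so the lists are not separate results for these genes. With the GC trend removed, the median of the misregulation list was -0.12 and lay below its random range.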

The involvement of metabolic and transcriptional regulation pathways suggests that, compared to tramadol, *O*-desmethyltramadol may affect MCF-7 cells through mechanisms related to cellular metabolism, growth signaling, and extracellular matrix remodeling. The enrichment of the mTOR and MAPK pathways, which are critical regulators of cell proliferation and survival, implies that, compared to tramadol, *O*-desmethyltramadol may influence MCF-7 cell viability through metabolic and growth-related processes rather than immune and inflammatory responses, as observed in MDA-MB-231 cells. These findings highlight the distinct molecular responses of different breast cancer subtypes to *O*-desmethyltramadol in comparison to tramadol, suggesting that the effects of these drugs on cancer cell survival and death are highly context-dependent and may vary based on the specific signaling networks active in each cell type.

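Genes of mTOR signaling were slightly lower with *O*-desmethyltramadol in MCF-7 cells, with a list median of -0.09 against -0.07 to 0.09 in random lists. Of 46 measured members, 6 were lower, 1 was higher and 39 were neither. *SLC7A5*, a leucine transporter that feeds mTORC1, had a log2 ratio of -1.75 (-1.84 to -1.66), and *EIF4EBP1*, the translational repressor that mTORC1 inactivates, had -1.35 (-1.67 to -1.05). *RRAGD*, a GTPase that recruits mTORC1 to the lysosome, had -1.23 (-1.48 to -0.99). The members of the MAPK cascades had a median of -0.03, inside their range of random lists (-0.05 to 0.08), with 5 of 75 lower, 2 higher and 68 neither. The targets and feedback regulators of ERK had a median of -0.31 (random lists -0.15 to 0.15), with 8 of 22 lower, 1 higher and 13 neither. Among them, the transcription factor gene *ETV5* had 7.36 normalized counts with *O*-desmethyltramadol and 102.2 with tramadol, a log2 ratio of -3.71 (-5.05 to -2.76). The ERK phosphatase genes *DUSP6*, *DUSP5* and *DUSP4* had -1.84 (-2.42 to -1.31), -1.38 (-1.75 to -1.02) and -1.36 (-1.49 to -1.24). Over both cell lines, *SLC7A5*, *EIF4EBP1*, *FNIP2*, *SESN2* and *SLC3A2* fell among 46 mTOR genes and none rose in edgeR's fit, with 9 falling and 1 rising when adjusted over the list alone. Of these, *SLC7A5*, *SESN2* and *SLC3A2* are also members of the ATF4 list. *ETV5*, *DUSP4* and *DUSP5* fell and none rose among 24 ERK targets, with 6 falling and 2 rising when adjusted over the list alone. The ERK list holds *ETV4*, *ETV5*, *DUSP4*, *DUSP6*, *SPRY4* and *LIF*, which are genes of the paper's Table 1 for tramadol in MCF-7 cells. That table had been read before the list was written, so the list is not independent of these libraries. Of 80 members of the MAPK cascades, *HSPA6* rose and *DUSP4*, *DUSP5*, *DDIT3* and *IL1A* fell, with 1 rising and 6 falling when adjusted over the list alone. The fall of *ETV5* was 1.06 on the log2 scale (standard error 0.212, adjusted p = 0.00030 from edgeR), with -0.22 (-0.31 to -0.13) in MDA-MB-231 cells and -3.71 in MCF-7 cells. Here too the standard error rests on a spread pooled over genes and understates the gap between the lines. By limma's camera, the ERK targets had an adjusted p = 0.016 (adjusted p = 0.68 with an estimated correlation), the mTOR list 0.060 and the MAPK list 0.26. The mTOR median lay inside its random range, at -0.06, when members with at least 1 count were included.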

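The ratios of *O*-desmethyltramadol over tramadol were weakly related between MDA-MB-231 and MCF-7 cells. Across the 10811 genes averaging at least 50 normalized counts in both lines, Pearson's r was 0.133 and Spearman's rho was 0.119, and genes are not independent replicates. The metallothionein genes *MT1X* and *MT2A*, which encode metal-binding proteins, went in opposite directions. *MT1X* had a log2 ratio of 1.77 (1.54 to 2.01) in MDA-MB-231 cells and -1.18 (-1.70 to -0.68) in MCF-7 cells, and *MT2A* had 1.03 (0.91 to 1.14) and -1.39 (-1.72 to -1.08). Metallothionein genes resemble one another and may share reads. These were the 2 genes at least 2-fold higher in MDA-MB-231 cells and at least 2-fold lower in MCF-7 cells, against 0.676 genes expected for independent lists, and 0 genes were the reverse, against 0.129. Of the lists lower in MCF-7 cells, serine and one-carbon metabolism had a median of -0.14 in MDA-MB-231 cells, inside its range of random lists (-0.15 to 0.16). The ERK targets had 0.04 (random lists -0.12 to 0.15) and the mTOR list 0.04 (random lists -0.10 to 0.11) in MDA-MB-231 cells. In turn, the lists of TNF targets and T helper differentiation had medians of 0.01 (random lists -0.13 to 0.14) and 0.11 (random lists -0.10 to 0.11) in MCF-7 cells. A difference between the lines in the response to the drugs was not tested, because an interaction term leaves 0 residual degrees of freedom in 4 libraries. From the different pathways of the 2 cell lines, the paper proposes that the effects of these drugs on survival and death are highly context-dependent and may vary with the signaling networks active in each cell type.

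**Figure D1:**
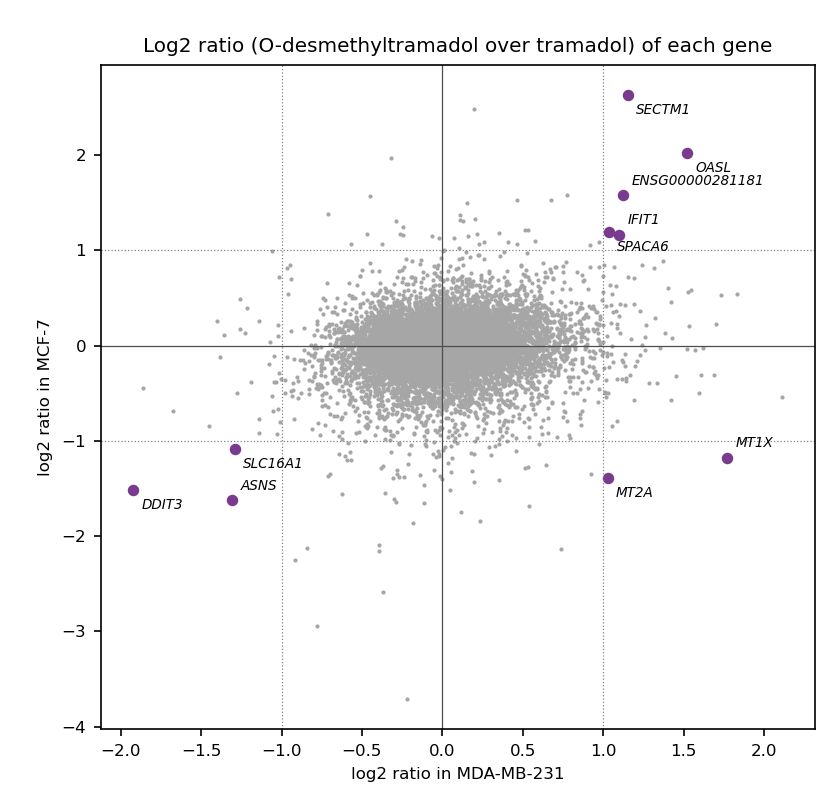
Log2 ratio of *O*-desmethyltramadol over tramadol in MDA-MB-231 cells (horizontal axis) against MCF-7 cells (vertical axis) for the 10811 genes averaging at least 50 normalized counts in both lines, 1 library per drug and line. Dotted lines mark 2-fold differences and purple points are genes past them in both lines, among them *MT1X* and *MT2A*, which lie in opposite directions.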

Table 1 showed the differentially expressed genes in MDA-MB-231 and MCF-7 cells following treatment with tramadol or *O*-desmethyltramadol compared to the control group. In MDA-MB-231 cells, the shared gene expression changes between tramadol and *O*-desmethyltramadol include *pellino E3 ubiquitin protein ligase family member 2* (*PELI2*), *TNF superfamily member 15* (*TNFSF15*), *ENSG00000227706*, and *ENSG00000272405*. In MCF-7 cells, the shared differentially expressed genes are *sprouty RTK signaling antagonist 4* (*SPRY4*), *H19 imprinted maternally expressed transcript* (*H19*), *keratin 6A* (*KRT6A*), and *interleukin 1 beta* (*IL1B*).

Next, we performed Gene Set Enrichment Analysis (GSEA) to comprehensively compare the biological responses induced by *O*-desmethyltramadol and tramadol in breast cancer cells. This analysis allowed us to identify specific gene sets and pathways that were differentially regulated by *O*-desmethyltramadol and tramadol, providing further insight into their distinct mechanisms of action. The results of the GSEA analysis revealed that, in both MDA-MB-231 and MCF-7 cells, *O*-desmethyltramadol, compared to tramadol, was significantly enriched in the interferon-alpha response and interferon-gamma response pathways (Figure 5A,B). These findings suggest that *O*-desmethyltramadol may have a stronger impact on immune-related signaling compared to tramadol. However, there were notable differences between the two breast cancer cell lines. 

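Interferon-stimulated antiviral genes were higher with *O*-desmethyltramadol than with tramadol in both cell lines. In MDA-MB-231 cells their median log2 ratio was 0.40 against -0.10 to 0.13 in random lists, with 14 of 44 members higher, 0 lower and 30 neither. Their median in MCF-7 cells was 0.69 (random lists -0.08 to 0.10), with 25 of 45 members higher, 0 lower and 20 neither. *ISG15*, a ubiquitin-like antiviral protein gene, had a log2 ratio of 1.15 (0.84 to 1.48) in MDA-MB-231 cells and 0.71 (0.61 to 0.82) in MCF-7 cells. *IFIT3*, which acts with its paralogs to bind viral RNA, had 0.78 (0.70 to 0.86) and 1.58 (1.26 to 1.91). In MCF-7 cells, the antiviral genes *RSAD2* and *CMPK2* had 1.98 (1.28 to 2.80) and 1.96 (1.55 to 2.41), whereas MDA-MB-231 cells held 8 and 6 counts of them in both libraries together. Genes of the interferon-gamma response, among them guanylate binding proteins and antigen presentation genes, had a median of 0.61 (random lists -0.11 to 0.15) in MDA-MB-231 cells, with 16 of 32 members higher, 0 lower and 16 neither. In MCF-7 cells their median was 0.41 (random lists -0.14 to 0.14), with 10 of 30 members higher, 1 lower and 19 neither. *HLA-DRA*, an MHC class II chain, had 1.14 (0.98 to 1.30) in MDA-MB-231 cells. *PSMB8*, an immunoproteasome subunit, had 0.98 (0.42 to 1.57) in MCF-7 cells, where the class II gene *HLA-DMA* was lower at -0.79 (-1.28 to -0.32). Over both lines, 13 of 46 tested antiviral genes rose in edgeR's fit and none fell, with 31 rising when adjusted over the list alone. Of 33 tested genes of the interferon-gamma list, 3 rose (*SECTM1*, *GBP4*, *HLA-DRA*) and none fell, with 18 rising when adjusted over the list alone. *IFIT3* rose by 1.11 on the log2 scale (standard error 0.183, adjusted p = 2.5e-06 from edgeR) and was higher in both lines. From limma's camera, the antiviral list had an adjusted p = 9.9e-32 and the interferon-gamma list 1.7e-15 (adjusted p = 0.68 with an estimated correlation for each). The study had chosen *SECTM1* and *GBP4* of the interferon-gamma list and *IFIT1* and *OASL* of the antiviral list on these libraries. The antiviral genes *OAS2*, *CMPK2*, *MX2*, *RSAD2*, *XAF1* and *IFIT2* are in the paper's Table 1, read before the lists were written. Both lists are thus not fully independent of these libraries. With the GC trend removed in MDA-MB-231 cells, the antiviral list had a median of 0.38 and the interferon-gamma list 0.49. Reads shared between the IFIT paralogs or between HLA genes were not separated in these counts.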

In MDA-MB-231 cells, *O*-desmethyltramadol exhibited significant enrichment in pathways associated with TNF-alpha signaling via NF-κB (nuclear factor kappa B), epithelial-mesenchymal transition (EMT), hypoxia, and IL-6 (interleukin 6)/JAK (Janus kinases)/STAT3 (signal transducer and activator of transcription 3) signaling when compared to tramadol (Figure 5A). These pathways are known to play key roles in inflammation and the tumor microenvironment, indicating that *O*-desmethyltramadol may influence these aggressive triple-negative breast cancer cells through pro-inflammatory and hypoxia-related mechanisms. Conversely, in MCF-7 cells, *O*-desmethyltramadol was significantly enriched in pathways related to TGF-beta (transforming growth factor-beta) signaling, KRAS (Kirsten rat sarcoma viral oncogene homolog) signaling downregulation (KRAS-signaling-DN), early estrogen response, and MYC targets when compared to tramadol (Figure 5B). These pathways are closely associated with hormone receptor signaling, oncogenic transcriptional regulation, and cellular proliferation, suggesting that *O*-desmethyltramadol may exert its effects in hormone receptor-positive breast cancer cells by modulating growth factor signaling and oncogene regulation. These findings highlight the differential impact of *O*-desmethyltramadol on distinct breast cancer subtypes, suggesting that its effects are highly context-dependent and influenced by the molecular characteristics of each cell type.

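Hypoxia-responsive genes were higher with *O*-desmethyltramadol in MDA-MB-231 cells, with a list median of 0.50 against -0.10 to 0.11 in random lists. Of 36 measured members, 13 were higher, 0 were lower and 23 were neither. *ADM*, the vasodilator peptide adrenomedullin, had a log2 ratio of 1.19 (1.05 to 1.34), and *PFKFB4*, a regulator of glycolysis, had 1.14 (0.99 to 1.28). The glucose transporter gene *SLC2A1* had 0.97 (0.90 to 1.05). Genes of the epithelial-mesenchymal transition had a median of 0.32 (random lists -0.08 to 0.13), with 12 of 41 members higher, 1 lower and 28 neither. They included the collagen gene *COL5A1* at 1.12 (1.02 to 1.23) and *TIMP1*, an inhibitor of matrix metalloproteinases, at 1.02 (0.91 to 1.13). For IL-6/JAK/STAT3 signaling the median was 0.19 (random lists -0.11 to 0.13), with 9 of 37 members higher, 0 lower and 28 neither. The cytokine gene *IL6* had 1421 normalized counts with *O*-desmethyltramadol and 705 with tramadol, a log2 ratio of 1.01 (0.88 to 1.14). *SOCS3*, a STAT3-induced inhibitor of the pathway, had 0.74 (0.56 to 0.92). Among the targets of TNF and NF-κB, *CEBPD*, an inflammatory transcription factor, had 1.43 (1.07 to 1.80). Over both cell lines, *ADM* rose among 36 hypoxia genes and none fell in edgeR's fit, with 7 rising when adjusted over the list alone. This call rests on MDA-MB-231 cells, because *ADM* had 26 and 21 counts and a log2 ratio of 0.06 (-0.82 to 0.97) in MCF-7 cells. *THBS1* and *COL6A2* rose and *LAMC2* fell among 43 genes of the epithelial-mesenchymal transition, with 5 rising and 2 falling when adjusted over the list alone. *IL6* and *IL4R* rose and none fell among 39 genes of the IL-6 list, with 3 rising when adjusted over the list alone. The call of *IL6* rests on MDA-MB-231 cells, because MCF-7 cells held 0 and 1 counts of it. By limma's camera over both lines, the hypoxia list had an adjusted p = 5.8e-08 and the IL-6 list 0.021 (adjusted p = 0.68 with an estimated correlation for each), and the epithelial-mesenchymal list had 0.20. In MCF-7 cells the medians were 0.04 for hypoxia (random lists -0.08 to 0.11), -0.05 for the epithelial-mesenchymal transition (random lists -0.13 to 0.15) and 0.01 for the IL-6 list (random lists -0.09 to 0.11). With the GC trend of MDA-MB-231 cells removed, the medians there were 0.50 for hypoxia, 0.21 for the epithelial-mesenchymal transition and 0.24 for the IL-6 list.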

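In MCF-7 cells, genes of TGF-beta signaling were slightly higher with *O*-desmethyltramadol, with a list median of 0.13 against -0.05 to 0.10 in random lists. Of 51 measured members, 2 were higher, 1 was lower and 48 were neither. The list was also higher in MDA-MB-231 cells, with a median of 0.18 (random lists -0.09 to 0.10), where 8 of 52 members were higher and 2 were lower. *THBS1*, an activator of latent TGF-beta, had a log2 ratio of 0.77 (0.73 to 0.82) and *LTBP2*, a binding protein of the extracellular matrix, had 0.67 (0.32 to 1.03), whereas the TGF-beta target *SERPINE1* had -0.78 (-1.32 to -0.27). MYC targets of ribosome biogenesis had a median of 0.11 (random lists -0.07 to 0.08), with 0 of 57 members higher, 2 lower and 55 neither. The nucleolar protein gene *MYBBP1A* had 0.52 (0.37 to 0.67), and the lower members were the mitotic kinase gene *PLK1* at -0.74 (-0.93 to -0.55) and the hexokinase gene *HK2* at -0.63 (-0.74 to -0.52). Genes lowered by KRAS activation had a median of 0.14, inside the range of random lists (-0.17 to 0.14), with 5 of 29 members higher, 3 lower and 21 neither. Among these, the kinase gene *MAST3* had 0.82 (0.55 to 1.10) and the keratin gene *KRT13* had -1.05 (-1.53 to -0.59). The early estrogen response list had a median of 0.00, inside its range (-0.04 to 0.09), with 3 of 67 members higher, 8 lower and 56 neither. Estrogen-induced genes differed in direction, with the progesterone receptor gene *PGR* at 1.12 (1.02 to 1.22) and *TGM2*, a transglutaminase, at -2.14 (-2.71 to -1.63). In edgeR's fit over both cell lines, *THBS1* rose and *PPP1R15A* fell among 53 TGF-beta genes, with 3 rising and 1 falling when adjusted over the list alone. *CAMK1D* rose among 31 genes lowered by KRAS (2 rising and 1 falling when adjusted over the list alone), and *CELSR1* rose and *SLC7A5* fell among 69 early estrogen genes (2 and 2 when adjusted over the list alone). None of 57 MYC targets rose or fell over all genes or when adjusted over the list alone, and *THBS1* rose by 0.80 on the log2 scale (standard error 0.162, adjusted p = 0.00031 from edgeR), with 0.84 (0.80 to 0.88) in MDA-MB-231 cells. The TGF-beta list had an adjusted p = 0.0010 from limma's camera (adjusted p = 0.68 with an estimated correlation), while the MYC list had 0.74, the KRAS list 0.94 and the estrogen list 0.61. The plot of list medians shows these lists beside those of the other pathways in both lines.

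**Figure D2:**
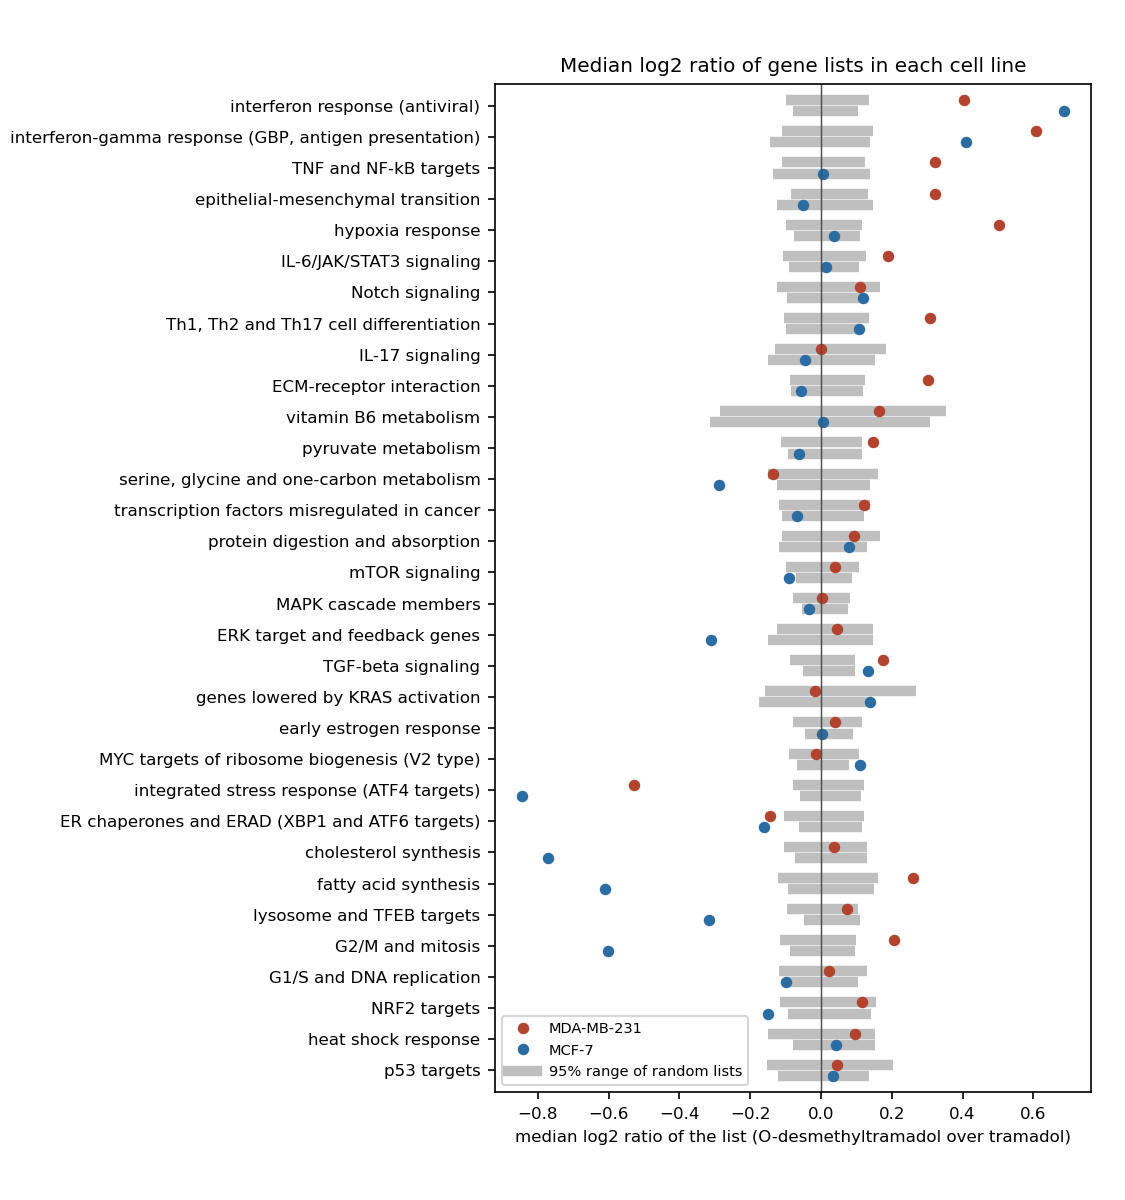
Median log2 ratio of *O*-desmethyltramadol over tramadol (horizontal axis) of each gene list in MDA-MB-231 cells (red points) and MCF-7 cells (blue points), 1 library per drug and line. Gray bars are the 95% range of 10000 random lists matched on mean count, and in MCF-7 cells the antiviral interferon list lies at 0.69 and the list of genes lowered by KRAS activation at 0.14.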

### 2.4. The Differential Effects of O-Desmethyltramadol and Tramadol in MDA-MB-231 and MCF-7 Cells: Identifying Cell Type-Specific Responses

Based on the above findings, we next sought to investigate which specific cell types are associated with the differential effects of *O*-desmethyltramadol compared to tramadol in MDA-MB-231 and MCF-7 cells. The purpose of this analysis was to determine whether *O*-desmethyltramadol influences the tumor microenvironment differently from tramadol by modulating interactions with distinct cell types. We utilized two advanced bioinformatics approaches: xCell signatures and GSEA. xCell signatures perform cell type enrichment analysis based on gene expression profiles, enabling the deconvolution of complex tissue samples into their constituent cell types [18]. This provides a detailed map of the cellular landscape. By estimating the relative abundance of various cell types using predefined gene signatures, xCell signatures offer insights into the immune and stromal components within tissues. These insights help us better understand how *O*-desmethyltramadol may influence cancer progression, immune modulation, and intercellular communication across different breast cancer subtypes. 

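MDA-MB-231 cells express genes that also mark other cell types, and several such lists were higher with *O*-desmethyltramadol than with tramadol. Epithelial markers had a median log2 ratio of 0.34 against -0.21 to 0.22 in random lists, with 2 of 13 members higher, 1 lower and 10 neither. *TACSTD2*, the epithelial surface antigen TROP2, had a log2 ratio of 0.89 (0.78 to 1.01), the keratin gene *KRT7* had 0.68 (0.59 to 0.77), and the tight junction gene *OCLN* had -0.56 (-0.75 to -0.38). Mesangial markers had a median of 0.51 (random lists -0.21 to 0.28), with 3 of 9 members higher, 0 lower and 6 neither. *FN1*, which encodes fibronectin, had 0.94 (0.88 to 1.00), the smooth muscle actin gene *ACTA2* had 0.83 (0.38 to 1.30), and the matricellular gene *CCN1* had 0.79 (0.76 to 0.82). Astrocyte markers had a median of 0.49 (random lists -0.27 to 0.33), with 1 of 7 members higher, 0 lower and 6 neither. The chaperone gene *CLU* had 0.81 (0.70 to 0.92), and the glutamate transporter gene *SLC1A3* had 0.49 (0.30 to 0.68). Of 21 hepatocyte markers 3 were measured, with a median of 0.74 inside a wide range of random lists (-0.60 to 0.78), and *SERPINA1*, which encodes alpha-1 antitrypsin, had 0.86 (0.65 to 1.09). In edgeR's fit over both lines, *TACSTD2* rose among 15 epithelial markers (2 rising and 1 falling when adjusted over the list alone) and *IGFBP5* among 10 mesangial markers (1 when adjusted over the list alone). None of 8 astrocyte markers and none of 4 hepatocyte markers rose or fell, also when adjusted over the list alone. The adjusted p from limma's camera over both lines was 0.012 for epithelial markers (adjusted p = 0.68 with an estimated correlation), 0.90 for mesangial, 0.21 for astrocyte and 0.20 for hepatocyte markers. With the GC trend removed, the medians were 0.19 for epithelial markers, which lay inside its random range, 0.36 for mesangial, 0.43 for astrocyte and 0.46 for hepatocyte markers. The astrocyte median was 0.27 and inside its range over members averaging at least 50 counts, and the hepatocyte median was 0.73 and above its range with the trend with gene length removed.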

In the analysis of MDA-MB-231 cells, the differential effects of *O*-desmethyltramadol compared to tramadol were found to be statistically significant in several cell types, including epithelial cells, mesangial cells, astrocytes, and hepatocytes (Figure 6A). This suggests that *O*-desmethyltramadol may influence these specific cell types within the tumor microenvironment, potentially affecting processes such as inflammation, tissue remodeling, and cellular communication. On the other hand, in MCF-7 cells, the analysis revealed that erythrocytes, Tgd cells, and keratinocytes showed significant changes in response to *O*-desmethyltramadol treatment compared to tramadol (Figure 6B). This indicated that the effects of *O*-desmethyltramadol on MCF-7 cells may be associated with alterations in hematopoietic and skin-related cell populations, which could impact cell proliferation, differentiation, and immune responses. These findings highlight the complex and cell type-specific nature of the responses to *O*-desmethyltramadol, suggesting that its mechanisms of action differ not only between breast cancer subtypes but also in terms of the broader cellular context within the tumor microenvironment.

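Markers of keratinocytes differed in direction in MCF-7 cells. *GRHL3*, a transcription factor of the epidermal barrier, had a log2 ratio of 1.63 (1.31 to 1.97) with *O*-desmethyltramadol over tramadol, and the desmosome gene *PKP1* had 0.96 (0.80 to 1.13). *TP63*, the transcription factor of basal keratinocytes, had 35.9 normalized counts with *O*-desmethyltramadol and 189.2 with tramadol, a log2 ratio of -2.38 (-2.94 to -1.89). Of 13 measured keratinocyte markers, 4 were higher, 2 were lower and 7 were neither, with a median of 0.55 against -0.27 to 0.23 in random lists. The median was -0.00 and inside its range over members averaging at least 50 counts. Of 18 erythroid markers, 5 had a count in MCF-7 cells, with 54 counts in both libraries together, 42 of them from 1 gene. Of 15 markers of gamma-delta T (Tgd) cells, 6 had a count, with 17 counts in all. A difference in the erythroid or Tgd markers was not detectable at this depth. In edgeR's fit over both lines, *GRHL3* rose and *TP63* fell among 12 keratinocyte markers, with 3 rising and 1 falling when adjusted over the list alone. The calls of *GRHL3*, at 1.58 (standard error 0.359, adjusted p = 0.0025 from edgeR), and of *TP63*, at -1.64 (standard error 0.443, adjusted p = 0.029 from edgeR), rest on MCF-7 cells, because MDA-MB-231 cells held 8 and 3 counts of *GRHL3* and 9 and 2 counts of *TP63*, both higher with *O*-desmethyltramadol. The keratinocyte list had an adjusted p = 0.18 from limma's camera. Its members *KRT6A*, *KRT16*, *PKP1*, *A2ML1*, *GRHL3* and *TP63* are genes of the paper's Table 1 for MCF-7 cells. That table had been read before the list was written, so the list is not independent of these libraries.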

### 2.5. Shared Differentially Expressed Genes Regulated by O-Desmethyltramadol Compared to Tramadol in Breast Cancer Cells

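Among the 10811 genes averaging at least 50 normalized counts in both lines, 5 were at least 2-fold higher with *O*-desmethyltramadol than with tramadol in both MDA-MB-231 and MCF-7 cells, and 3 were at least 2-fold lower in both. The higher genes were *OASL*, *SECTM1*, *IFIT1*, *SPACA6* and the long noncoding RNA gene *ENSG00000281181*, and the lower ones were *DDIT3*, *ASNS* and *SLC16A1*. *SPACA6*, which is needed for sperm-egg fusion and was named after its values were seen, had a log2 ratio of 1.04 (0.59 to 1.51) in MDA-MB-231 cells and 1.19 (0.81 to 1.59) in MCF-7 cells. *ENSG00000281181* had 1.12 (0.71 to 1.56) and 1.58 (1.24 to 1.94). Of these genes, 88 were at least 2-fold higher in MDA-MB-231 cells and 41 in MCF-7 cells, so that 0.334 would be higher in both if the lists were independent. In the other direction 34 were lower in MDA-MB-231 cells and 83 in MCF-7 cells, with 0.261 lower in both for independent lists. The shared genes numbered 21 higher and 17 lower at an average of at least 10 counts, and 1 higher and 1 lower at an average of at least 200. With the trend with gene length or with GC content removed, 3 were higher in both lines.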

As shown in Figure 7A, the Venn diagram illustrated that nine genes were differentially expressed in both MDA-MB-231 and MCF-7 cells following treatment, while 235 and 204 genes were uniquely differentially expressed in MDA-MB-231 and MCF-7 cells, respectively. Our analysis revealed that, compared to tramadol, *O*-desmethyltramadol consistently regulated the expression of nine genes in both MCF-7 and MDA-MB-231 cells. Specifically, four genes—*interferon induced protein with tetratricopeptide repeats 1* (*IFIT1*), *guanylate binding protein 4 (GBP4), secreted and transmembrane protein 1* (*SECTM1*), and *2′-5′-oligoadenylate synthetase like* (*OASL*)—were upregulated, while five genes—*cluster of differentiation-22* (*CD22*), *asparagine synthetase* (*ASNS*), *solute carrier family 16 member 1* (*SLC16A1*), *DDIT3*, and *nuclear protein 1* (*NUPR1*)—were downregulated in MDA-MB-231 (Figure 7B) and MCF-7 (Figure 7C) cells. 

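The 4 shared genes that were higher with *O*-desmethyltramadol include interferon-stimulated genes, and those that were lower include genes of the response to amino acid shortage. *IFIT1* (ENSG00000185745, chromosome 10 of GRCh38 from 89392546 to 89406486), which binds viral RNA, had a log2 ratio of 1.10 (0.98 to 1.23) in MDA-MB-231 cells and 1.16 (1.07 to 1.25) in MCF-7 cells. *OASL* (ENSG00000135114, chromosome 12 from 121019111 to 121039242), a relative of the oligoadenylate synthetases, had 1.52 (1.18 to 1.88) and 2.02 (1.57 to 2.53). *GBP4* (ENSG00000162654, chromosome 1 from 89181148 to 89198932), an interferon-induced GTPase, had 1.17 (0.87 to 1.48) in MDA-MB-231 cells. In MCF-7 cells, *GBP4* had 26 counts with *O*-desmethyltramadol and 1 with tramadol, a ratio of 3.94 (1.85 to 9.82). *SECTM1* (ENSG00000141574, chromosome 17 from 82321024 to 82334074), a secreted and membrane-bound immune regulator, had 1.15 (0.82 to 1.50) and 2.63 (1.83 to 3.63). *CD22* (ENSG00000012124, chromosome 19 from 35319261 to 35347355), known as an inhibitory receptor of B cells, had -1.55 (-1.68 to -1.42) and -1.95 (-2.83 to -1.20). *ASNS* (ENSG00000070669, chromosome 7 from 97852118 to 97872542), which makes asparagine, had -1.31 (-1.61 to -1.02) and -1.62 (-2.12 to -1.17). *SLC16A1* (ENSG00000155380, chromosome 1 from 112911847 to 112957013), a lactate transporter, had -1.29 (-1.63 to -0.96) and -1.09 (-1.39 to -0.80). *NUPR1* (ENSG00000176046, chromosome 16 from 28532708 to 28539174), a stress-induced chromatin protein, had -1.59 (-2.15 to -1.08) in MDA-MB-231 cells and, in MCF-7 cells, 14 counts with *O*-desmethyltramadol and 69 with tramadol, with an interval of the log2 ratio from -3.49 to -1.70. All 9 genes, *DDIT3* included, had counting intervals that exclude equality in both lines. In edgeR's fit over both lines, 4 of them rose and 5 fell, and the same held when adjusted over the list alone, but the study chose this list on these libraries, so the count is not independent evidence. *CD22* fell by 1.67 on the log2 scale (standard error 0.223, adjusted p = 5.3e-10 from edgeR) and *OASL* rose by 1.75 (standard error 0.270, adjusted p = 2.2e-07 from edgeR). *GBP4*, with the widest interval, rose by 1.53 (standard error 0.333, adjusted p = 0.0013 from edgeR). With edgeR's exact test and an assumed coefficient of variation of 0.1, all 9 genes passed in both lines, and with 0.2, 0 of the 9 passed in MDA-MB-231 cells and 3 passed in MCF-7 cells (*SECTM1*, *OASL* and *NUPR1*).

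**Figure D3:**
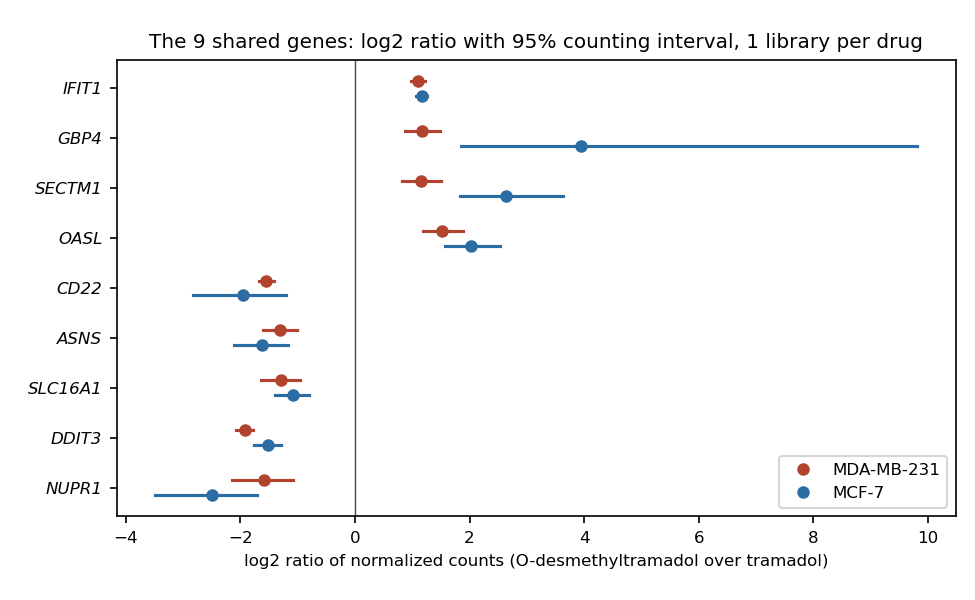
Log2 ratio of normalized counts of *O*-desmethyltramadol over tramadol (horizontal axis) of the 9 genes in MDA-MB-231 cells (red) and MCF-7 cells (blue). Points are the single ratio of each line, bars are 95% counting intervals, and none of the bars crosses 0.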

Notably, *DDIT3*, a key regulator of ER stress and cellular apoptosis, was induced by both *O*-desmethyltramadol and tramadol in MCF-7 and MDA-MB-231 cells; however, its induction was less pronounced with *O*-desmethyltramadol, suggesting a potential difference in the regulation of stress-related pathways in breast cancer cells.

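*DDIT3* (ENSG00000175197, chromosome 12 of GRCh38 from 57516588 to 57521737), which encodes the pro-apoptotic transcription factor CHOP, was lower with *O*-desmethyltramadol than with tramadol in both cell lines. In MDA-MB-231 cells it had 458.6 normalized counts with *O*-desmethyltramadol and 1739 with tramadol, a log2 ratio of -1.92 (-2.07 to -1.78). In MCF-7 cells it had 197.7 and 566.6, a log2 ratio of -1.52 (-1.75 to -1.29). *ATF4*, the transcription factor upstream of *DDIT3*, had log2 ratios of -0.31 (-0.37 to -0.26) in MDA-MB-231 cells and -0.71 (-0.78 to -0.65) in MCF-7 cells. *CHAC1*, another ATF4 target, which degrades glutathione, had -0.64 (-1.20 to -0.10) and -1.73 (-2.55 to -1.02). The targets of ATF4 in the integrated stress response had a median of -0.53 (random lists -0.08 to 0.12) in MDA-MB-231 cells, with 18 of 40 members lower, 0 higher and 22 neither. The median in MCF-7 cells was -0.84 (random lists -0.06 to 0.11), with 32 of 41 members lower, 0 higher and 9 neither. Over both lines, *DDIT3* fell by 1.74 on the log2 scale (standard error 0.190, adjusted p = 1.5e-15 from edgeR) and had the smallest p of all genes tested. *ATF4*, at -0.52 (standard error 0.166, adjusted p = 0.11 from edgeR), and *CHAC1*, at -1.14 (standard error 0.377, adjusted p = 0.13 from edgeR), did not pass. Of 41 tested ATF4 targets, 24 fell and none rose, with 37 falling when adjusted over the list alone. Several of the 24 are also the genes that fell in the serine, mTOR, pyruvate and TGF-beta lists, among them *PHGDH*, *SLC7A5*, *PCK2* and *PPP1R15A*. From limma's camera, the ATF4 list had an adjusted p = 7.8e-55 (adjusted p = 0.68 with an estimated correlation). The list holds *DDIT3*, *ASNS* and *NUPR1*, which the study had chosen on these libraries. *PPP1R15A*, *TRIB3*, *SESN2*, *ULBP1*, *PSAT1*, *SLC7A11*, *PHGDH* and *ALDH1L2*, also among the 24, are genes of the paper's Table 1, read before the list was written. The list is thus not independent of these libraries, although the rest of the 24, such as *AARS1* and *GARS1*, are in neither selection. These libraries compare the drugs with each other at different doses and do not measure the induction of *DDIT3* over untreated cells.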

## 3. Discussion

Our study provides novel insights into the anti-cancer effects of tramadol and its primary metabolite, *O*-desmethyltramadol, on breast cancer cells. We demonstrated that *O*-desmethyltramadol exhibited a significantly stronger cytotoxic effect than tramadol in both MDA-MB-231 and MCF-7 cells. Furthermore, the addition of the μ-opioid receptor antagonist alvimopan did not reverse the cytotoxic effects of either tramadol or *O*-desmethyltramadol, supporting the hypothesis that their anti-cancer effects are mediated through pathways other than opioid receptor activation. We also observed that *O*-desmethyltramadol induced ER stress like tramadol in breast cancer cells. Notably, the extent of ER stress induction varied between different breast cancer cell lines. MCF-7 cells exhibited a stronger response to ER stress than MDA-MB-231 cells, which may contribute to their increased sensitivity to tramadol-induced cytotoxicity. This finding aligns with previous studies, indicating that ER stress plays a crucial role in modulating cancer cell death and survival.

Our RNA-seq analysis further revealed that *O*-desmethyltramadol exerts distinct effects on different breast cancer subtypes by modulating key signaling pathways. In MDA-MB-231 cells, *O*-desmethyltramadol influenced immune-related and inflammatory pathways, including TNF signaling, Th1 and Th2 differentiation, and IL-17 signaling. These findings suggest that *O*-desmethyltramadol may exert its effects by altering the tumor microenvironment and immune response in aggressive breast cancer subtypes. In contrast, in MCF-7 cells, *O*-desmethyltramadol primarily affected metabolic and transcriptional regulatory pathways, such as mTOR signaling and MAPK signaling, which are essential for cell proliferation and survival. These differences indicate that *O*-desmethyltramadol may target distinct molecular mechanisms depending on the breast cancer subtype. The tumor microenvironment plays a critical role in tumor initiation and progression. Notably, it varies significantly across breast cancer subtypes due to distinct quantitative and qualitative differences in immune cell populations [19]. These differences contribute to the intricate and sometimes contradictory roles of immune components, which can either suppress tumor growth or facilitate its progression [20]. Immune-promoting factors are associated with a favorable prognosis and include the presence of functional CD4+ (cluster of differentiation 4) and CD8+ (cluster of differentiation 8) T cells, B cells, and plasma cells within tertiary lymphoid structures, as well as natural killer cells, dendritic cells, and FOLR2+ (folate receptor beta) macrophages, which exhibit high expression of MHC-II (major histocompatibility complex class II) [21,22,23]. Conversely, immune-suppressive factors correlate with a poorer prognosis and include regulatory T cells, neutrophils, and TREM2+ (triggering receptor expressed on myeloid cells 2) macrophages, which are characterized by reduced MHC-II expression [24,25]. In addition to immune cells, non-immune components of the tumor microenvironment, such as cancer-associated fibroblasts and adipocytes, can influence tumor immunity by secreting various growth factors and cytokines [26]. The balance between these immune cell populations determines the immunogenicity of the tumor, and ultimately influences disease outcomes. TNBC has traditionally been regarded as the most immunogenic breast cancer subtype [27]. However, emerging evidence suggests that HER2 (human epidermal growth factor receptor 2)-amplified and high-grade hormone receptor+ luminal B tumors also exhibit a relatively high abundance of tumor-infiltrating lymphocytes, which display elevated immune checkpoint expression compared to luminal A tumors—often characterized as an immune desert [28]. Tumor-associated macrophages, both immunosuppressive and immune-stimulating, are present across all four breast cancer subtypes, though they are less frequent in luminal A tumors [29].

Notably, our findings indicate that the genes upregulated by *O*-desmethyltramadol in both breast cancer cell lines—*IFIT1*, *GBP4*, *SECTM1*, and *OASL*—are regulated by interferon. IFIT1 has been associated with increased cellular sensitivity to radiation, which may contribute to improved local regional control in early-stage, node-negative breast cancer patients. This effect is likely due to its ability to inhibit translation, thereby limiting cellular replication and growth [30]. Similarly, GBP4, an interferon- and cytokine-induced gene, has been recognized for its functional relevance in various human cancers. Emerging evidence suggests that GBP4 serves as a robust pan-cancer biomarker for evaluating tumor immunological characteristics and predicting therapeutic responses [31]. Additionally, SECTM1 expression has been found to be elevated in tumors from patients who exhibit strong immunotherapeutic responses across multiple cancer types. SECTM1 is upregulated by IFN-γ (interferon-gamma)/STAT1 (signal transducer and activator of transcription 1) signaling in immuno-hot tumors, further highlighting its role in tumor-immune interactions [32]. Conversely, in both breast cancer cell lines, *O*-desmethyltramadol consistently downregulated the expression of *SLC16A1*, *CD22*, *NUPR1*, *ASNS*, and *DDIT3*. Among them, *SLC16A1* plays a crucial role in lactate transport, which is essential for tumor metabolism. Studies have shown that inhibiting or knocking down *SLC16A1* in mixed cancer cell-fibroblast xenografts in mice can delay tumor growth [33]. *CD22* was one of the most differentially expressed genes in lymph node metastases of patients with metastatic breast cancer compared to primary breast tumors. Notably, *CD22* mRNA levels were higher in lymph node metastases than in primary tumors. Moreover, its expression in primary breast tumors was significantly associated with recurrence-free survival, with a stronger correlation observed in lymph node-positive patients than in lymph node-negative patients [34]. Similarly, *NUPR1* has been found to be highly expressed in breast cancer cells. Its depletion induces premature senescence in vitro and suppresses tumor growth in vivo, highlighting its potential role in cancer progression and therapeutic targeting [35]. *ASNS* has been implicated in breast cancer tumorigenesis, as its reduced expression inhibits proliferation and induces cell cycle arrest. High levels of *ASNS* are associated with poor prognosis in breast cancer [36,37]. Finally, the expression pattern of *DDIT3* in breast cancer correlates with clinical parameters, increasing with advanced stages and suggesting its involvement in tumor progression. High *DDIT3* expression has been linked to greater invasiveness and metastatic potential, both of which are associated with poorer prognosis [38,39]. These results highlight the potential of *O*-desmethyltramadol in influencing breast cancer biology, warranting further investigation into its therapeutic implications.

The concentrations of tramadol and *O*-desmethyltramadol used in this study were chosen based on both reported therapeutic plasma levels [40] and the need to elicit measurable biological responses in a simplified cell culture system. This practice is based on the rationale that in vitro systems generally need higher extracellular drug levels to induce measurable cellular responses, including cytotoxicity, compared to the concentrations associated with adverse effects in vivo [41]. To this end, we employed a concentration range (12.5–100 μg/mL) to observe dose-dependent responses, calculate IC50 values, and compare the relative cytotoxicity of tramadol and *O*-desmethyltramadol. Future studies could explore alternative delivery strategies, such as nanoparticle-mediated drug delivery or intratumoral injection, to locally achieve therapeutically relevant concentrations of *O*-desmethyltramadol within the tumor microenvironment.

The clinical use of tramadol in cancer patients for pain management raises important considerations regarding the systemic accumulation of its active metabolite, *O*-desmethyltramadol. Due to interindividual differences in CYP2D6 enzyme activity, which is responsible for the metabolic conversion of tramadol to *O*-desmethyltramadol, some patients may experience higher systemic exposure to *O*-desmethyltramadol. This could be particularly relevant in long-term use or in individuals classified as ultra-rapid metabolizers. Given our findings that *O*-desmethyltramadol exhibits more potent cytotoxic effects on breast cancer cells than tramadol, it is plausible that sustained or elevated levels of this metabolite could influence tumor behavior or interfere with cancer progression. While the in vitro concentrations used in this study exceed typical plasma levels observed in patients, our data suggests that even modest increases in *O*-desmethyltramadol concentrations might have biological relevance in tumor microenvironments. These findings underscore the need for further pharmacokinetic and pharmacodynamic studies to evaluate the potential impact of *O*-desmethyltramadol accumulation in oncology settings, particularly in patients undergoing prolonged tramadol therapy.

## 4. Materials and Methods

### 4.1. Cell Culture and Reagents

MDA-MB-231 (HTB-26™) cells were purchased from American Type Culture Collection (Manassas, VA, USA). MCF-7 (BCRC-60436) cells were purchased from the Bioresource Collection and Research Center (Hsinchu, Taiwan). MDA-MB-231 cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS and 1% penicillin–streptomycin. MCF-7 cells were cultured in minimum essential medium (MEM) supplemented with 2 mM L-glutamine and Earle’s balanced salts, which contained 1.5 g/L sodium bicarbonate, 0.1 mM nonessential amino acids, 1.0 mM sodium pyruvate, 10% fetal bovine serum (FBS), and 1% penicillin–streptomycin (Thermo Fisher Scientific, Waltham, MA, USA). Tramadol was obtained from Sigma Aldrich (Sigma Aldrich; St. Louis, MO, USA). *O*-desmethyltramadol was obtained from LGC Standards (GmbH, Wesel, Germany).

### 4.2. Cell Viability and Cytotoxicity Analysis

Cells (5 × 10^3^ per well) were seeded into 96-well plates and incubated overnight at 37 °C in a 5% CO_2_ atmosphere. The next day, the cells were treated with varying concentrations of tramadol or *O*-desmethyltramadol for 48 h. Cell viability was assessed using the CellTiter-Glo^®^ Assay (Promega, Madison, WI, USA), and luminescence signals were measured with a Varioskan LUX plate reader (Thermo Fisher Scientific, Vantaa, Finland).

### 4.3. Western Blot

After treatment with *O*-desmethyltramadol, the cells were lysed with radioimmunoprecipitation assay (RIPA) buffer to extract proteins. The protein concentration was measured with a DC protein assay, and 30 µg of protein was loaded onto an SDS-PAGE gel. Following electrophoresis, the proteins were transferred onto PVDF membranes, which were then blocked with 5% nonfat milk in TBST for 1 h. The membranes were incubated with primary antibodies overnight at 4 °C with gentle shaking, followed by incubation with secondary antibodies for 1 h at room temperature. Primary antibodies against β-actin were sourced from Santa Cruz Biotechnology (Santa Cruz, CA, USA), while those against p-eIF2α, eIF2α, ATF4, and CHOP were obtained from Cell Signaling Technology (Danvers, MA, USA).

### 4.4. RNA Isolation, Quantitative Polymerase Chain Reaction (qPCR), and RNA-seq

For RNA isolation, cells were washed twice with PBS and lysed with TRI reagent (Sigma Aldrich) according to the manufacturer’s protocol, and then, 1 μg of total RNA was reverse transcribed using MMLV reverse transcriptase (Epicenter Biotechnologies, Madison, WI, USA) at 42 °C for 60 min. The PCR primers used were as follows: *ATF4*-F, 5′-TTCTCCAGCGACAAGGCTAAGG-3′ and *ATF4*-R, 5′-CTCCAACATCCAATCTGTCCCG-3′; *CHAC-1*-F, 5′-CCTGAAGTACCTGAATGTGCGAGA-3′ and *CHAC-1*-R, 5′-GCAGCAAGTATTCAAGGTTGTGGC-3′; *DDIT3*-F, 5′-GGAAACAGAGTGGTCATTCCC-3′ and *DDIT3*-R, 5′-CTGCTTGAGCCGTTCATTCTC-3′; *ACTB*-F, 5′-ACAGGAAGTCCCTTGCCATC-3′ and *ACTB*-R, 5′-CAGTGTACAGGTAAGCCCTGG-3′.

For RNA-seq, 1 μg of total RNA was used to prepare the library. Poly(A) mRNA was isolated using Oligo(dT) beads, followed by fragmentation with divalent cations at high temperature. Random primers were used for priming, and first- and second-strand cDNA synthesis was performed. The purified double-stranded cDNA underwent end repair and dA-tailing in a single reaction, followed by adaptor ligation using T-A ligation. Adaptor-ligated DNA was size-selected with DNA Clean Beads. Each sample was amplified using PCR with P5 and P7 primers, and the PCR products were validated. Libraries with unique indices were multiplexed and sequenced on an Illumina HiSeq, NovaSeq, or MiSeq 2000 system in a 2 × 150 paired-end configuration, following the manufacturer’s protocol.

### 4.5. Differential Expression Analysis and Enrichment Analysis

Transcript sequences in FASTA format were first generated from the reference GFF annotation file and properly indexed. Using this reference, gene and isoform expression levels were quantified from the paired-end clean reads with HTSeq (v0.6.1). Differential expression analysis was performed using the DESeq2 Bioconductor package (v1.6.3), which incorporates data-driven prior distributions for the estimation of dispersion and log2 fold changes. Genes with an adjusted *p*-value (Padj) ≤ 0.05 were considered significantly differentially expressed. To further validate differential expression, we also utilized EdgeR (v3.4.6), applying a threshold of log2 fold change > 1 (i.e., fold change > 2) and false discovery rate (FDR, Q-value or Padj) < 0.05 to identify significant genes.

Functional enrichment analysis of differentially expressed genes was conducted using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (accessed on 8 January 2025). In-house scripts were employed to map these genes to KEGG pathways. Enrichment was quantified using three parameters: RichFactor, Q-value, and the number of genes mapped to each pathway. RichFactor represents the ratio of differentially expressed genes to the total number of genes in each pathway—a higher RichFactor indicates greater enrichment. Q-value, the *p*-value adjusted for multiple hypothesis testing, ranges from 0 to 1, with values closer to 0 denoting more significant enrichment. For visualization, the top 30 enriched pathways (ranked by Q-value) were selected; if fewer than 30 pathways met the criteria, all were displayed. Gene Set Enrichment Analysis (GSEA) was performed to explore potential molecular mechanisms through which *O*-desmethyltramadol, relative to tramadol, may regulate tumor progression. The “h.all.v2024.1.Hs.symbols.gmt” hallmark gene set was used to identify significantly enriched pathways between the two groups. For xCell signature analysis, three cell type-specific gene sets described by Aran et al. were integrated and analyzed using the GSEA function within the clusterProfiler package (v4.10.0) [42,43]. The enrichment results for each cell type were visualized individually as radial plots generated with ggplot2 (v3.4.0), providing insight into cellular composition and immune landscape differences between treatment groups.

### 4.6. GSH/GSSG Measurement

To determine the GSH/GSSG ratio, the GSH/GSSG-Glo Assay (Promega) was conducted according to the manufacturer’s instructions. Briefly, after the specified treatment period, cells in a 96-well plate were rinsed with PBS and treated with 50 μL of either total GSH lysis reagent (for total GSH quantification) or oxidized GSH lysis reagent (for GSSG measurement). Next, 50 μL of Luciferin Generation Reagent was added to each well and incubated for 30 min. Subsequently, 100 μL of Luciferin Detection Reagent was applied, followed by an additional 15-min incubation before luminescence was recorded. The GSH/GSSG ratio was calculated from the luminescence values, expressed in relative light units (RLU), using the formula: (total GSH RLU − GSSG RLU)/(GSSG RLU/2).

### 4.7. ROS Measurement

Intracellular ROS levels were assessed using DCFH-DA staining. After treatment with tramadol or *O*-desmethyltramadol, cells were washed twice with PBS, and then incubated with 10 μM DCFH-DA at 37 °C for 30 min in the dark. Subsequently, the cells were washed with PBS and analyzed using a FACSCalibur flow cytometer in conjunction with Cell Quest Pro software (v5.1).

### 4.8. Statistics

Bar graphs include individual data points to represent biological replicate numbers. The figure legends for the line graphs specify the number of biological replicates. The data are expressed as the mean ± standard error of the mean (SEM). Statistical significance was determined using GraphPad software with one-way ANOVA and Tukey’s multiple comparisons, two-way ANOVA with Dunnett’s multiple comparisons, or a two-tailed Student’s *t* test, as appropriate. The error bars on the graphs represent the SEM, and the significance between samples is denoted as * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## 5. Conclusions

Our study provides compelling evidence that *O*-desmethyltramadol exhibits superior anti-cancer effects compared to tramadol through distinct, non-opioid receptor-mediated mechanisms. Our RNA-seq analysis further revealed that *O*-desmethyltramadol exerts distinct effects on different breast cancer subtypes by modulating key signaling pathways. These findings pave the way for future research to explore the therapeutic potential of *O*-desmethyltramadol as an adjunct in breast cancer treatment. Given the potent in vitro anti-cancer effects of *O*-desmethyltramadol, further in vivo studies are warranted to assess its therapeutic potential and safety profile within the tumor microenvironment. Additionally, these findings raise important considerations regarding the long-term use of tramadol in cancer patients, as sustained exposure to its active metabolite may inadvertently influence tumor progression.

## Figures and Tables

**Figure 1:**
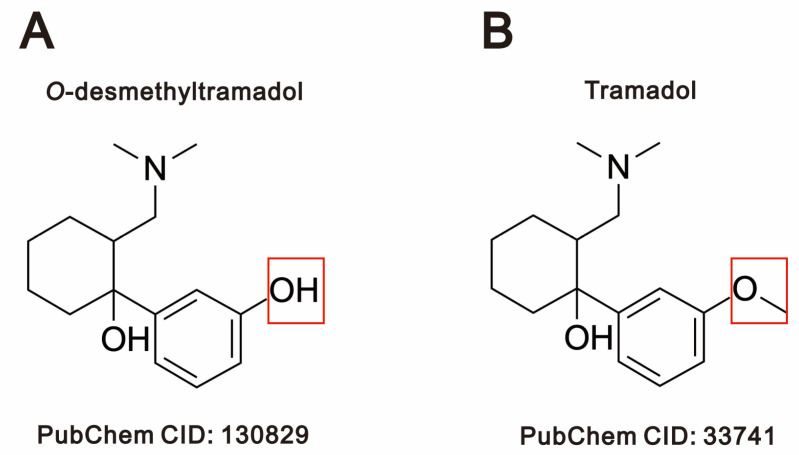
A diagram of (**A**) *O*-desmethyltramadol and (**B**) tramadol. Compound identification (CID) is the identifier from a database of chemical molecules and their activities of biological assays in PubChem.

**Figure 2:**
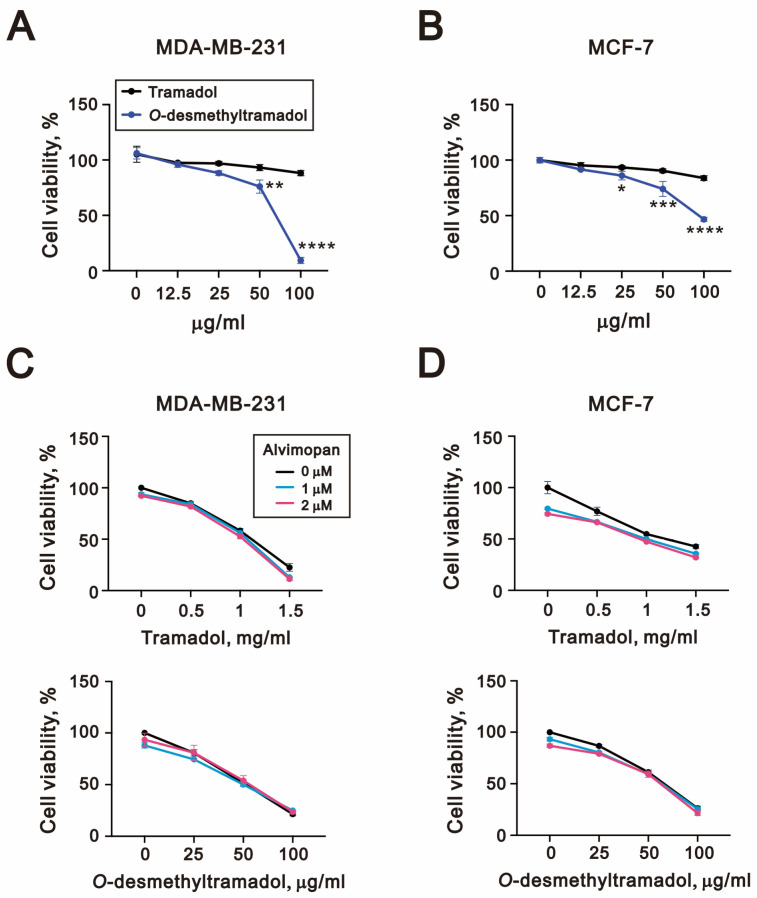
*O*-desmethyltramadol was more effective than tramadol in suppressing breast cancer cell viability, independent of opioid receptor activation. (**A**) MDA-MB-231 and (**B**) MCF-7 cells were treated with 0, 12.5, 25, 50, and 100 μg/mL tramadol or *O*-desmethyltramadol for 48 h. Cell viability was determined by CellTiter-Glo assay. Two-way ANOVA with Dunnett’s multiple comparisons was performed, and the results were compared with the vehicle group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001. (**C**) MDA-MB-231 and (**D**) MCF-7 cells were pretreated with 0, 1, or 2 μM alvimopan for 2 h, followed by treatment with tramadol (0, 0.5, 1, or 1.5 mg/mL) or *O*-desmethyltramadol (0, 25, 50, or 100 μg/mL) for 48 h. Cell viability was determined by CellTiter-Glo assay.

**Figure 3:**
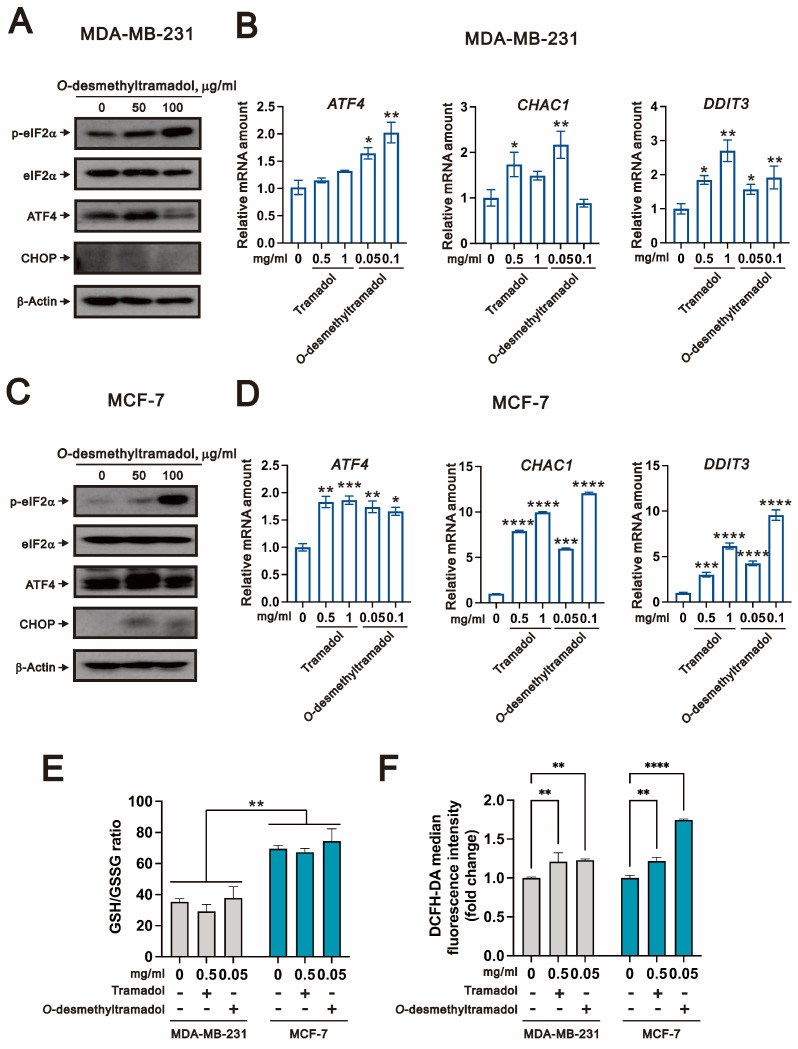
*O*-desmethyltramadol-induced ER stress in breast cancer cells. (**A**,**C**) MDA-MB-231 and MCF-7 cells were treated with 0, 50, and 100 μg/mL of *O*-desmethyltramadol for 4 h. After treatment, the cells were collected and analyzed by western blotting, with β-actin used as an internal control. (**B**,**D**) MDA-MB-231 and MCF-7 cells were treated with 0, 0.5, and 1 mg/mL tramadol or 0.05 and 0.1 mg/mL *O*-desmethyltramadol for 4 h, and the cells were then collected for qPCR analysis, with β-actin used as an internal control. Bars represent the mean ± SEM of three independent experiments. One-way ANOVA followed by Tukey’s multiple comparisons test was performed, and the results were compared with the vehicle group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. (**E**) MDA-MB-231 and MCF-7 cells were treated with 0 or 0.5 mg/mL tramadol, or 0.05 mg/mL *O*-desmethyltramadol for 4 h. Following treatment, cells were harvested, and intracellular GSH/GSSG levels were measured using the GSH/GSSG-Glo™ Assay. Bars represent the mean ± SEM of three independent experiments. Two-way ANOVA with Dunnett’s multiple comparisons was performed, and the results were compared with the vehicle group. ** *p* < 0.01. (**F**) MDA-MB-231 and MCF-7 cells were treated with 0 or 0.5 mg/mL tramadol, or 0.05 mg/mL *O*-desmethyltramadol for 4 h. Following treatment, cells were harvested, and intracellular ROS levels were quantified using DCFH-DA staining. Bars represent the mean ± SEM of three independent experiments. Two-way ANOVA with Dunnett’s multiple comparisons was performed, and the results were compared with the vehicle group. ** *p* < 0.01, **** *p* < 0.0001.

**Figure 4:**
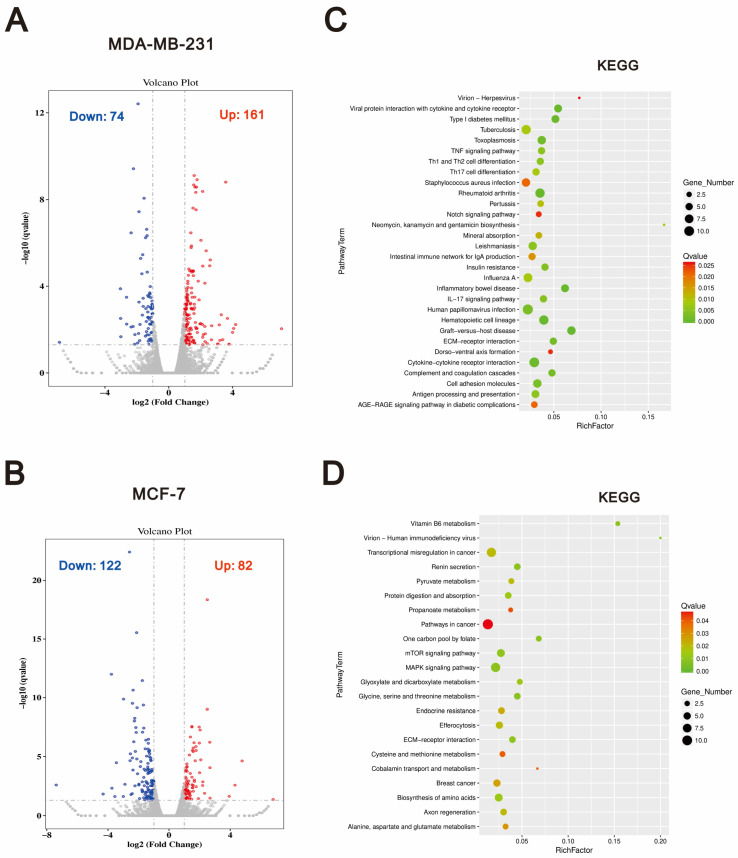
*O*-desmethyltramadol showed different effects on different breast cancer cell types compared to tramadol, modulating several signaling pathways. (**A**,**B**) A volcano plot illustrating the differentially expressed genes in MDA-MB-231 and MCF-7 cells following treatment with 0.05 mg/mL *O*-desmethyltramadol compared to 0.5 mg/mL tramadol. Genes with higher expression in *O*-desmethyltramadol-treated cells are represented by red dots, while blue dots denote genes with reduced expression. The *Y*-axis represents −log_10_ *p* values, and the *X*-axis displays log_2_ fold change values. (**C**,**D**) A scatter plot showing KEGG pathway enrichment statistics in MDA-MB-231 and MCF-7 cells following treatment with 0.05 mg/mL *O*-desmethyltramadol compared to 0.5 mg/mL tramadol. The rich factor represents the ratio of differentially expressed genes annotated to a specific pathway term to the total number of genes annotated to that pathway. A higher rich factor indicates greater enrichment. The Q-value is the adjusted *p*-value, ranging from 0 to 1, with lower values indicating higher significance.

**Figure 5:**
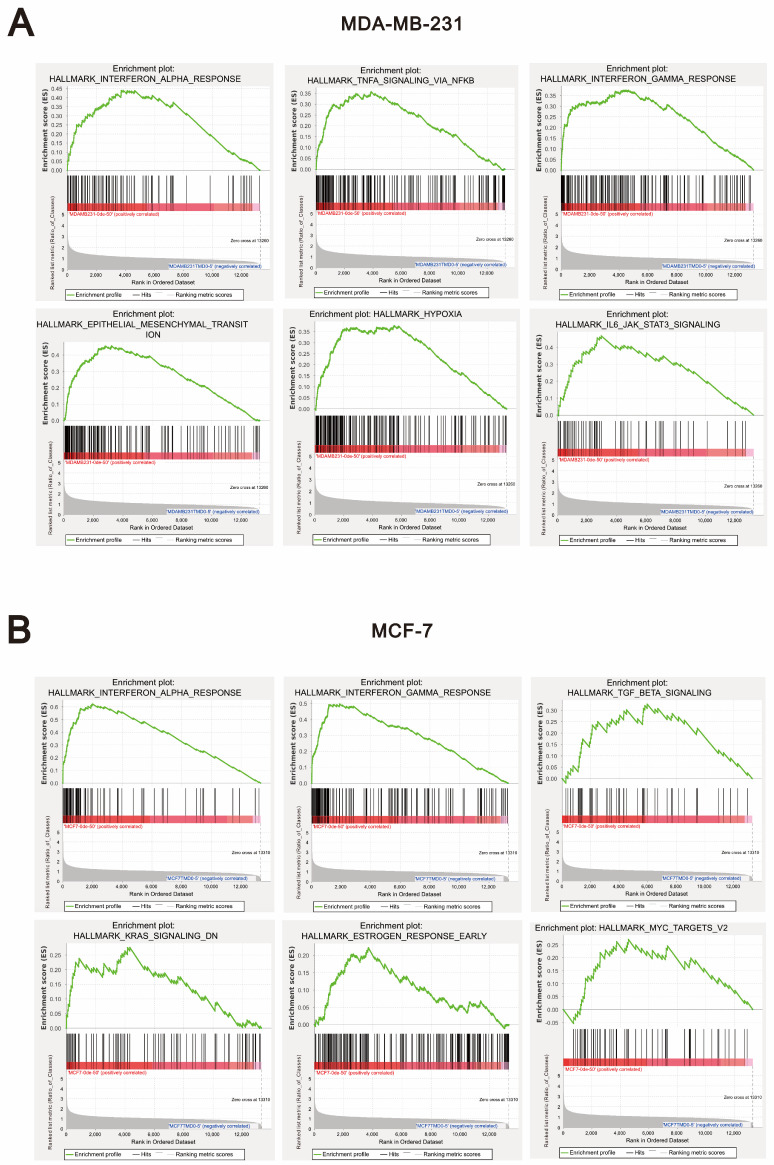
GSEA pathway enrichment analysis in breast cancer cells following *O*-desmethyltramadol treatment compared to tramadol. (**A**) Gene expression changes in MDA-MB-231 cells following treatment with 0.05 mg/mL *O*-desmethyltramadol compared to 0.5 mg/mL tramadol are associated with pathways such as the TNF signaling pathway, Th1 and Th2 cell differentiation, Th17 cell differentiation, Notch signaling pathway, IL-17 signaling pathway, and ECM-receptor interaction. (**B**) Gene expression changes in MCF-7 cells following treatment with 0.05 mg/mL *O*-desmethyltramadol compared to 0.5 mg/mL tramadol are associated with pathways such as TGF-beta signaling, KRAS-signaling-DN, early estrogen response, and MYC targets.

**Figure 6:**
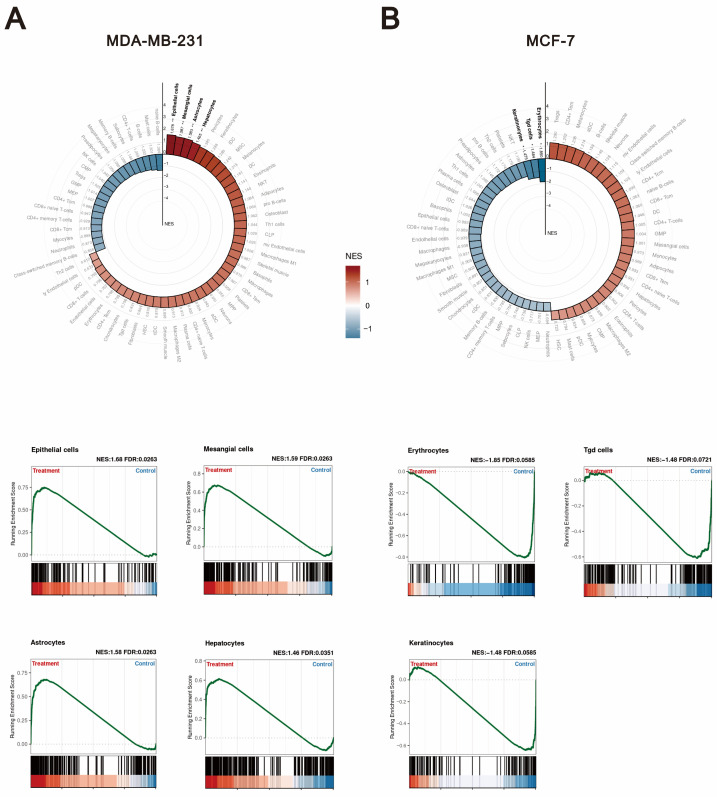
Cell type-specific responses to *O*-desmethyltramadol versus tramadol in breast cancer cells. (**A**) Cell type-specific responses in MDA-MB-231 cells following treatment with 0.05 mg/mL *O*-desmethyltramadol compared to 0.5 mg/mL tramadol are linked to epithelial cells, mesangial cells, astrocytes, and hepatocytes. (**B**) Cell type-specific responses in MCF-7 cells following treatment with 0.05 mg/mL *O*-desmethyltramadol compared to 0.5 mg/mL tramadol are associated with erythrocytes, Tgd cells, and keratinocytes.

**Figure 7:**
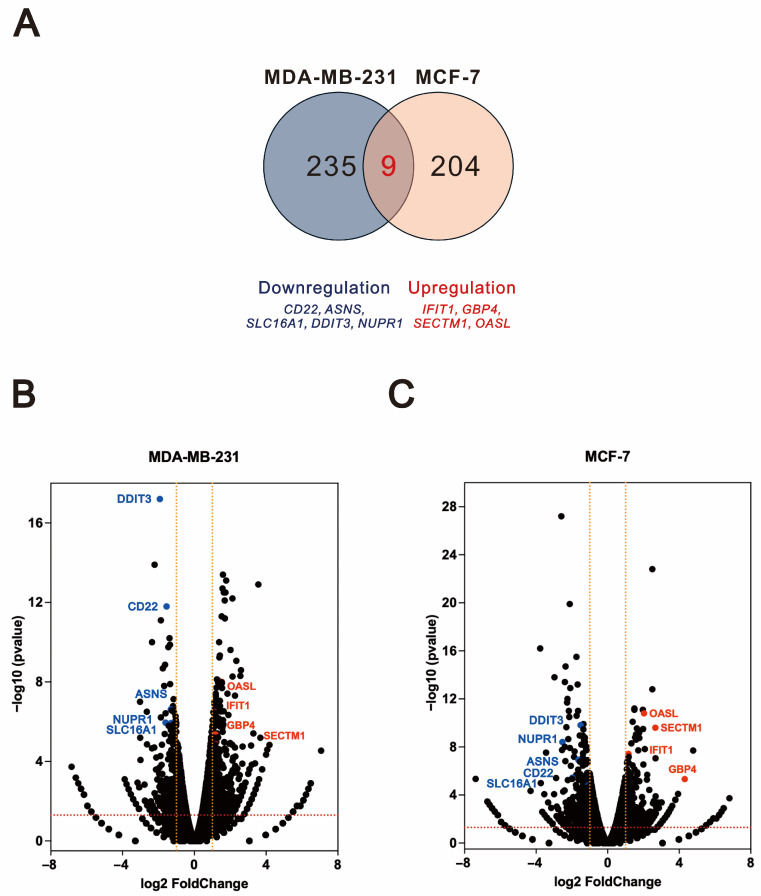
Impact of *O*-desmethyltramadol compared to tramadol on shared differentially expressed genes in breast cancer cells. (**A**) After treatment with tramadol and *O*-desmethyltramadol, compared to tramadol, nine shared differentially expressed genes were identified between MDA-MB-231 and MCF-7 cells. (**B**,**C**) The distribution of these 9 differentially expressed genes in the volcano plots of MDA-MB-231 and MCF-7 cells.

**Table 1:** The differential and shared differentially expressed genes between tramadol and *O*-desmethyltramadol in breast cancer cells.

MDA-MB-231. control vs. tramadol differentially expressed genes	*SPX*, *CLCA3P*, *ENSG00000283265*, *ENSG00000272468*, *PELI2*, *HEY1*, *ENSG00000232053*, *OLAH*, *SLC16A12*, *PSMD10P2*, *LINC00632*, *LINC02392*, *CHRM3-AS2*, *PLA2G4C*, *PINLYP*, *ENSG00000253227*, *NGF*, *ATP6V0D2*, *MMP3*, *NMRAL2P*, *SLC16A1*, *TNFSF15*, *LNCOG,SUN3*, *NCF2*, *XIRP2*, *NUPR1*, *ENSG00000236453*, *DDIT3*, *LAMA1*, *MAL2*, *BCAN*, *LINC01293*, *ENSG00000237596*, *LURAP1L-AS1*, *LINC03002*, *FLI1,MXD1*, *LINC01291*, *GAPLINC*, *TM4SF19*, *MMP1*, *ENSG00000286975*, *PTPRR*, *DCLK1*, *B3GALT5*, *TM4SF19-AS1*, *DLGAP1-AS2*, *AK5*, *ENSG00000285108*, *TOX*, *PTPN22*, *CREBRF*, *RCAN1*, *IL24*, *HDAC9*, *RASGRP3*, *ENSG00000266401*, *ENSG00000227706*, *TMEM236*, *MPP4*, *DNAJB9*, *CXCL2*, *LAMP3*, *TRIB3*, *ENSG00000272405*, *VNN1*, *RGMB-AS1*, *PARM1*, *SEC24A*, *DOCK9*, *ENSG00000260604*, *IGFN1*, *SP140*, *PPARGC1A*, *HERPUD1*, *LRATD2*, *PPP1R15A*, *HKDC1*, *FGF1*, *EVI2A*, *SEC24D*, *GFPT1*, *ENSG00000287023*, *SESN2*, *BCAN-AS1*, *COBLL1*, *OSBP2*, *ZNF114*, *GEM*, *AADACP1*, *AGRN*, *FAM20C*, *COL7A1*, *LAMA5*, *ADAMTS15*, *PRKAR1B*, *SNRPA*, *MARCKSL1*, *C1R*, *BCAM*, *UCP2*, *FCGBP*, *SREBF1*, *SCNN1A*, *ID1*, *SIGIRR*, *IGFBP6*, *VWA1*, *SHROOM1*, *ABCA1*, *SAA1*, *MXD3*, *PDE7B*, *CEMIP*, *BCL3*, *U2AF1*, *TNFSF10*, *TYMSOS*, *PFN1P1*, *CEBPD*, *SAA2*, *ENSG00000281181*, *AQP3*, *LMNTD2-AS1*, *TFAP2A-AS1*, *SOCS1*, *ST7-AS1*, *C1QL1*, *ALG1L5P*, *ZFP91-CNTF*
MDA-MB-231 control vs. *O*-desmethyltramadol differentially expressed genes	*IFITM10*, *HSPA6*, *ENSG00000272825*, *F12*, *DHRS2*, *PELI2*, *ANGPT1*, *HSD11B1*, *DPP4*, *ITGB2-AS1*, *PCDH7*, *CD44-DT*, *ENSG00000227496*, *CTSW*, *SCN9A*, *TNFSF15*, *KYNU*, *SLCO4C1*, *TMEM158*, *SHOC1*, *ENSG00000272405*, *ENSG00000227706*, *SLITRK4*, *TMEM45A*
MDA-MB-231 tramadol and *O*-desmethyltramadol shared differentially expressed genes	*PELI2*, *TNFSF15*, *ENSG00000227706*, *ENSG00000272405*
MCF-7 control vs. tramadol differentially expressed genes	*PSG5*, *TSKU-AS1*, *LRRC15*, *NUPR1*, *SPRY4*, *BEST1*, *ETV4*, *GUSBP13*, *ENSG00000256433*, *DUSP6*, *SLCO4C1*, *TMEM156*, *ENSG00000289223*, *ENSG00000233052*, *ETV5*, *HRK*, *ENSG00000260604*, *PSG9*, *RAP1AP*, *CLGN*, *DIO2*, *RAB3IL1*, *NIBAN1*, *STARD4*, *SHC4*, *BEX2*, *LPIN1*, *NOVA1*, *CD22*, *CLDN1*, *GPNMB*, *RRAGD*, *RASD1*, *BCAT1*, *RUNX2*, *ACSS2*, *SCD*, *SLITRK6*, *INSIG1-DT*, *KCNMA1*, *COL5A2*, *SCNN1A*, *GPX8*, *DDIT3*, *TNIK*, *ICAM1*, *RIPOR3*, *NEU1*, *MVK*, *TGFBI*, *ULBP1*, *SLC7A11*, *FBN1*, *MAFF*, *HMGCS1*, *MSMO1*, *INSIG1*, *PFKFB2*, *NPC2*, *MMAB*, *LIF*, *SIGLEC15*, *ACSS1*, *PSAT1*, *DUSP4*, *WLS*, *BHLHE40*, *PLA2G4C*, *ERRFI1*, *LDLR*, *FADS2*, *BRI3*, *ACSL1*, *QPRT*, *CAPG*, *MUC16*, *MAFB*, *ST8SIA4*, *PCDH19*, *XAF1*, *LINC01522*, *NKAIN1*, *PLEKHN1*, *ZDHHC22*, *ARHGEF37*, *RNF32-AS1*, *AFAP1L2*, *OASL*, *CPA6*, *COL4A4*, *OAS2*, *GRHL3*, *PKP1*, *HCK*, *FGF18*, *CMPK2*, *H19*, *KRT16*, *LRP4*, *MX2*, *RSAD2*, *PCDH11X*, *GCOM1*, *MGAT4EP*, *MAB21L4*, *ZBTB47*, *A2ML1*, *GABRP*, *GNG4*, *KRT6A*, *SCNN1G*, *IL1B*
MCF-7 control vs. *O*-desmethyltramadol differentially expressed genes	*SPRY4*, *SLIT1*, *ENSG00000287315*, *ENSG00000277159*, *ENSG00000281181*, *IFIT2*, *OTULINL*, *NCAPG*, *UBE2C*, *CENPE*, *PRR11*, *DLGAP5*, *KIF15*, *HMMR*, *ATP8A2*, *SKA1*, *FAM83D*, *KIF14*, *CDKN2C*, *NEURL1B*, *APCDD1*, *CDCA3*, *IQGAP3*, *HASPIN*, *CDC25C*, *ANKRD35*, *TGM2*, *KRT13*, *H19*, *ARHGAP33*, *ANXA8*, *CCN5*, *PIF1*, *PHGDH*, *TP63*, *ALDH1L2*, *KRT6A*, *IL1B*
MCF-7 tramadol and *O*-desmethyltramadol shared differentially expressed genes	*SPRY4*, *H19*, *KRT6A*, *IL1B*

## Data Availability

The datasets generated and/or analyzed during this study are available from the corresponding author upon reasonable request. Additionally, our RNA-seq data has been deposited in the NCBI Gene Expression Omnibus under accession number GSE292968.

How the deposited data were processed for this re-analysis (not part of the article)

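The data were polyA RNA sequencing libraries of MDA-MB-231 and MCF-7 cells treated with 0.05 mg/mL *O*-desmethyltramadol or 0.5 mg/mL tramadol, with 1 library for each drug and cell line and 4 libraries in all. For each library the authors deposited raw read counts per gene, made from the aligned reads with HTSeq 0.6.1, and these counts were not normalized before deposition. The authors also deposited FPKM values per gene, which are counts divided by gene length and library size. The submitters' notes name cutadapt 1.9.1 for trimming and HISAT2 2.0.1 for alignment to hg38, and neither the paper's text nor the notes state the strandedness of the libraries or the annotation release. The FPKM and the counts were checked against each other, and the gene lengths they imply lay within 1% of their median across libraries for 99.6% to 99.8% of genes with 50 counts. Of 61806 genes in the tables, 61757 had a name and 58254 were found in GENCODE release 29, which gave coordinates on GRCh38, gene types and the GC content of transcripts. A GC value was at hand for 99.5% of the genes averaging 50 counts in MDA-MB-231 cells and 99.3% in MCF-7 cells.

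Library totals with *O*-desmethyltramadol were 1.23 times those with tramadol in MDA-MB-231 cells and 1.21 times in MCF-7 cells. Mitochondrially encoded genes took 9.20% and 8.32% of counts in MDA-MB-231 cells (*O*-desmethyltramadol and tramadol) and 6.95% and 6.53% in MCF-7 cells, and the 10 genes with most counts took 7.21% to 9.02%. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.987 between the drugs in MDA-MB-231 cells, 0.989 in MCF-7 cells and 0.550 to 0.571 between libraries of different cell lines.

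Within each cell line, counts were normalized by TMM (edgeR 4.0.16), with factors of 0.985 and 1.02 in MDA-MB-231 cells and 0.987 and 1.01 in MCF-7 cells. The log2 ratio was taken after adding 0.5 to each count, and its 95% interval came from the exact conditional binomial (Clopper-Pearson) interval of the 2 counts. Genes were counted as 2-fold higher or lower when the log2 ratio passed 1 and the normalized counts averaged at least 50. A spread between replicates cannot be estimated from 1 library per group, so no p-value is given within a cell line. Calls by edgeR's exact test within a line rest on an assumed coefficient of variation. Levels of *XIST* and of chromosome Y genes were left out.

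Over both cell lines, edgeR's quasi-likelihood fit (glmQLFit and glmQLFTest, genes kept by filterByExpr) had drug and cell line as terms and left 1 residual degree of freedom. It covered 17899 genes, over which p-values were adjusted by the Benjamini-Hochberg method, and counts of calls are over the 17876 left without *XIST* and chromosome Y genes. A standard error beside a fitted log2 ratio is that ratio divided by the square root of the F statistic. Lists were tested in the same design with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, with the correlation estimated from the data as the alternative. That alternative tests each list on 1 residual degree of freedom, which leaves it little power.

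There were 54 gene lists, 49 of them written by hand for the pathways and cell types the paper names, for stress, lipid, cell cycle and other processes, and for cell types that a culture could hold. The other 5 hold the genes of the paper's Table 1 and Figure 7, which the study chose on these experiments. Some of the 49 share members with each other and also hold genes of Table 1 or Figure 7, such as *DDIT3*, *OASL* and *ETV5*. One listed name, *SOD2*, matched no identifier. Members averaging at least 10 normalized counts were measured, a list needed 3 of them, and random lists were drawn 10000 times from genes in 20 bins of mean count.

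The genes named were set by a rule. They are, per cell line, the 10 genes with the largest and the 10 with the smallest log2 ratio among those averaging at least 50 normalized counts, the 9 genes of Figure 7, *ATF4*, *CHAC1*, and the genes the paper names as shared in Table 1 (*PELI2*, *TNFSF15*, *ENSG00000227706*, *ENSG00000272405*, *SPRY4*, *H19*, *KRT6A* and *IL1B*). Added to these are up to 4 members of each list with the largest absolute log2 ratio among those averaging at least 50, and the 10 genes with the smallest p in the fit over both lines. Table 1 and Figure 7 were read before the rule was set, so their genes' values in the paper had been seen. Other names, given where 5 or fewer genes were called, were chosen after their values were seen.

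The alternatives were total-count scaling, DESeq2 size factors (DESeq2 1.42.0), a pseudocount of 5, the authors' FPKM with 0.1 added, removal by lowess (fraction 0.3) of the trend of the log2 ratio with mean count or with gene length, minimum averages of 10 and 200, the counting interval in place of a minimum, edgeR's exact test with assumed coefficients of variation of 0.1, 0.2 and 0.4, and, for lists, other minimum counts of members. For the fit over both lines they were DESeq2, limma-voom, total-count scaling, no filter beyond 1 count, and a model without cell line. Removal of the trend with GC content was chosen after seeing the data.

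The steps were tested on simulated data in which 200 genes changed alike in both cell lines, 50 at each of 4 fold changes. The coefficient of variation between replicates was 0.1, and the rates of called genes hold for that value. The 2-fold rule passed 100% of 3-fold lower genes in both cell lines, 100% of 3-fold higher genes in MDA-MB-231 cells and 98% in MCF-7 cells, and 0.0410% and 0.0494% of unchanged genes. The counting interval held the true value in 95.5% of Poisson draws. The fit over both lines called 100% of 3-fold changes, 60% of 1.5-fold increases, 46% of 1.5-fold decreases and 3 of 17917 unchanged genes. No simulated gene changed differently between the lines, so these rates do not cover genes whose drug difference varies between them. With an estimated correlation, camera gave p = 0.0348 for a list simulated to change 1.5-fold, against p = 6.6e-64 with the preset correlation. The work was done in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.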

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

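The tests in this part were set before their results were seen, apart from the removal of the trend with GC content, which was chosen after. The first group of results was singled out because the ratio of *O*-desmethyltramadol over tramadol went one way in MDA-MB-231 cells and the other way in MCF-7 cells. This difference between the lines was not tested, since an interaction leaves 0 residual degrees of freedom. The metallothionein genes *MT2A* (1.03 and -1.39) and *MT1X* (1.77 and -1.18) had log2 ratios past 1 in opposite directions. Fatty acid synthesis had medians of 0.26 in MDA-MB-231 cells and -0.61 in MCF-7 cells. Its regulator *SREBF1* was higher in MDA-MB-231 cells at 1.52 (1.38 to 1.66), and the desaturase gene *SCD* had 0.85 (0.83 to 0.87) in MDA-MB-231 cells and -0.76 (-0.77 to -0.75) in MCF-7 cells. Genes of G2/M and mitosis had medians of 0.21 and -0.60, with the kinesin gene *KIF20A* at 1.01 (0.89 to 1.14) in MDA-MB-231 cells and the kinetochore gene *SKA1* at -1.14 (upper bound -0.80) in MCF-7 cells. Mesangial markers had medians of 0.51 and -0.40, and mesenchymal identity genes 0.26 and -0.37, where the caveolin gene *CAV1* had 0.55 (0.52 to 0.59) and -0.56 (-0.66 to -0.47). Cytosolic ribosomal protein genes had small shifts, with medians of 0.12 and -0.15. Each of these medians lay outside its random range, but the mesangial median in MCF-7 cells lay inside with a pseudocount of 5, with FPKM or over members averaging at least 50, the mesenchymal median in MDA-MB-231 cells lay inside with the trend with mean count removed, and the ribosomal median in MDA-MB-231 cells lay inside with the trend with length or GC content removed.

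The second group holds hand-written lists that were not drawn from the paper's enrichment results, although the paper studies the ATF4 pathway and ER stress with other assays and discusses *DDIT3* in these libraries. The lists were singled out because their medians lay outside the range of random lists. The ATF4, ER chaperone, cholesterol and lysosomal lists hold genes of the paper's Table 1, such as *TRIB3*, *HERPUD1*, *MSMO1* and *GPNMB*. Table 1 had been read before the lists were written, so these lists are not fully independent of the libraries. Lower in both lines were the ATF4 targets of the integrated stress response, with -0.53 in MDA-MB-231 cells and -0.84 in MCF-7 cells, and the ER chaperone and ERAD genes induced by XBP1 and ATF6, with -0.14 and -0.16. The ER chaperone gene *HSPA5* had -0.47 (-0.48 to -0.45) and -0.54 (-0.58 to -0.50). Lower in MCF-7 cells were cholesterol synthesis at -0.77, with the methylsterol oxidase gene *MSMO1* at -1.18 (-1.25 to -1.11), lysosomal genes and TFEB targets at -0.32, NRF2 targets at -0.15 and genes of G1/S and DNA replication at -0.10. The G1/S median (-0.0978) was at the edge of its random range (-0.0941) and lay inside it with the trend with mean count or GC content removed.

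The lower level of the ATF4 targets was set against technical explanations. With the trend with mean count removed, the medians were -0.56 in MDA-MB-231 cells and -0.89 in MCF-7 cells, outside the random ranges. Random lists were matched on mean count, so this removal moves them nearly alike and by itself tests little. The matching already sets the list against genes of like mean count, where its medians of -0.53 and -0.84 lay outside the random ranges. That comparison, not the removal, argues against a trend with depth as the whole cause. With total-count scaling or DESeq2 size factors the medians nearest 0 were -0.54 and -0.84, but these move all genes of a line alike, the random lists included, so they do not test a scaling factor of the libraries. With the trend with GC content or gene length removed, the medians nearest 0 were -0.53 and -0.85, also outside the random ranges, which argues against GC content and length as the cause. A candidate explanation is that tramadol at 0.5 mg/mL activates the integrated stress response more than *O*-desmethyltramadol at 0.05 mg/mL, but the drug, its dose and any difference between single cultures stay open, and without an untreated library the direction against baseline was not measured.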

How the results depend on the processing

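Of 3372 alternative values of named genes (562 results), 3197 moved by less than their counting interval, 171 moved further and 4 changed sign. Of 878 alternative list medians (98 results), 833 kept their direction and their side of the random range, 26 left the range, 16 entered it, 1 moved and 2 changed sign. Total-count scaling and DESeq2 size factors move the random lists alike, and removal of the trend with mean count does nearly so. Under these settings a list could hardly change its side, so the 833 overstate how far the medians were tested. The numbers of genes at least 2-fold higher and lower (156 and 77 in MDA-MB-231 cells, 86 and 117 in MCF-7 cells, 5 and 3 in both) stayed within 1.5 times under total-count scaling, DESeq2 size factors, a pseudocount of 5 and removal of the trend with mean count. FPKM gave 97 higher genes in MDA-MB-231 cells. Removal of the trend with gene length gave 3 genes higher in both lines, and removal of the trend with GC content, chosen after seeing the data, gave 96 higher genes in MDA-MB-231 cells and 3 higher in both. At an average of 10 in place of 50 the counts were 559 and 304 in MDA-MB-231 cells, 395 and 449 in MCF-7 cells and 21 and 17 in both, and at an average of 200 they were 63 and 28, 26 and 42, and 1 and 1. With the 95% counting interval in place of a minimum they were 695 and 404, 488 and 578, and 29 and 20. These rules admit more or fewer genes by their construction. An assumed coefficient of variation of 0.1 in edgeR's exact test gave 5 genes lower in both lines. At 0.2 it gave 1 and 1 in MDA-MB-231 cells, 7 and 19 in MCF-7 cells and 0 and 0 in both, and at 0.4 it gave 0 and 0 in MDA-MB-231 cells, 0 and 0 in MCF-7 cells and 0 and 0 in both, so these counts depend on a spread that 1 library per condition cannot give. Pearson's r between the lines was 0.155 with the trend with gene length removed and 0.0984 at an average of 10. In the fit over both lines, edgeR called 0 genes higher and 0 lower with cell line left out of the model (1 gene at an unadjusted p under 0.05), because the difference between the lines then enters the spread, and limma-voom with the block called 25 and 34. DESeq2 with the block called 76 and 69, the fit without a filter 62 and 72, and with total-count scaling 67 and 115. With the correlation estimated per list, which tests on 1 residual degree of freedom, camera called 0 lists. Among list medians in MDA-MB-231 cells, Notch signaling had 0.18 with the trend with gene length removed (outside its range), epithelial markers 0.19 with the GC trend removed (inside), astrocyte markers 0.27 at an average of 50 (inside) and hepatocyte markers 0.73 with the trend with gene length removed (outside). In MCF-7 cells, the transcription factors misregulated in cancer had -0.12 with the GC trend removed (outside), mTOR signaling -0.0582 with all members of at least 1 count (inside), keratinocyte markers -0.00056 at an average of 50 (the sign changed) and the 9 genes of Figure 7, of which 4 are higher and 5 lower, 0.0372 at an average of 50 (the sign changed, since 3 genes drop out). In MDA-MB-231 cells, *MSMO1* had -0.0471 with the trend with gene length removed (0.06 before), *MT-CO1* -0.0509 with the trend with mean count removed (0.21 before), and *MT-ATP6* -0.0460 with the trend with mean count removed and -0.0029 with that with gene length removed (0.13 before). Apart from the rules noted above, the cause was not tested. The fit over both lines pairs the drugs within each cell line. No paired analysis was possible within a cell line because each condition has 1 library, and leaving a library out of the fit over both lines leaves 0 residual degrees of freedom. At an average of 50, 3 lists in MDA-MB-231 cells and 1 in MCF-7 cells had too few members for a median. Depth limits the erythroid and gamma-delta T cell markers, which held few counts, and genes averaging under 50, whose intervals are wide.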

Differences from the paper's values

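The paper gives 235 and 204 differentially expressed genes as unique to MDA-MB-231 and MCF-7 cells, beside 9 shared. The higher and lower genes printed in Fig. 4 add up to the same 235 and 204 as totals per line. The totals here were 233 and 203, which include the 8 shared genes, so they are not the same quantity as genes unique to a line. The thresholds also differ. The paper's adjusted p-value needs a spread between replicates, which 1 library per group gives only by assumption, so a minimum average of 50 counts was used in its place. The numbers of higher and lower genes (156 and 77, 86 and 117) were within 1.5 times of those printed in Fig. 4. Log2 ratios read by eye from Fig. 7 lay within the counting intervals, for example about -1.9 for *DDIT3* in MDA-MB-231 cells in Fig. 7 against -1.92 and about 4.3 for *GBP4* in MCF-7 cells in Fig. 7 against 3.94. No value set beside the paper's differed by more than its error under the settings of the passages.

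Membership of the shared genes differed. The paper lists *GBP4*, *CD22* and *NUPR1* among them, and these average under 50 normalized counts in MCF-7 cells. With an average of 10 or with edgeR's exact test at an assumed coefficient of variation of 0.1, all 9 passed in both lines. At an assumed coefficient of variation of 0.2, 0 of the 9 passed in MDA-MB-231 cells and 3 in MCF-7 cells. *SPACA6* and *ENSG00000281181* were at least 2-fold higher in both lines here and are not among the paper's shared genes.

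Fig. 6B shows the keratinocyte signature lower with *O*-desmethyltramadol in MCF-7 cells, whereas the hand-written keratinocyte list, which is not the signature the paper used, had a median of 0.55, with 4 members higher and 2 lower. Its median was -0.00056 over members averaging at least 50, and *TP63* was lower at -2.38. The list holds genes of the paper's Table 1 for MCF-7 cells, such as *GRHL3*, *PKP1* and *TP63*, so its median is not independent of these libraries. Fig. 6B also shows erythrocyte and Tgd signatures, for which the markers held too few counts here. Fig. 5 shows the early estrogen response and genes lowered by KRAS activation higher with *O*-desmethyltramadol in MCF-7 cells, whereas the hand-written lists had medians of 0.00 and 0.14, both inside the range of random lists, the second at a percentile of 97.0. For TGF-beta signaling (0.13), MYC targets (0.11) and the interferon lists (0.69 and 0.41) the medians in MCF-7 cells were above their random ranges, in the direction of Fig. 5.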

Other observations

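Cholesterol synthesis differed between the lines in its measured values. In MCF-7 cells, 19 of 25 members were lower with *O*-desmethyltramadol, 0 were higher and 6 were neither, and the sterol sensor gene *INSIG1* had a log2 ratio of -0.96 (-1.01 to -0.92). In MDA-MB-231 cells, 4 of 26 members were higher, 0 were lower and 22 were neither, with a median of 0.04 inside its range of random lists (-0.11 to 0.13), and the LDL receptor gene *LDLR* had 0.76 (0.71 to 0.81). *HMGCR*, *ACAT2* and *STARD4* fell in edgeR's fit over both lines among 26 members and none rose, with 11 falling and 1 rising when adjusted over the list alone, and camera gave an adjusted p = 1.8e-09 (adjusted p = 0.68 with an estimated correlation). Fatty acid synthesis had 8 of 15 members lower in MCF-7 cells and 3 of 16 higher in MDA-MB-231 cells, and *SREBF1* rose and *ACSL1* fell in the fit (1 and 3 when adjusted over the list alone). Genes of G2/M and mitosis had 21 of 36 members lower in MCF-7 cells and 1 of 36 higher in MDA-MB-231 cells, and none rose or fell in the fit, also when adjusted over the list alone. Camera gave the mitotic list an adjusted p = 1.3e-06 as lower over both lines (adjusted p = 0.77 with an estimated correlation), although its median was above 0 in MDA-MB-231 cells. Lysosomal genes and TFEB targets had 9 of 41 members lower in MCF-7 cells, and in MDA-MB-231 cells a median of 0.07 inside its range (-0.10 to 0.10), with the glycoprotein gene *GPNMB* at -1.06 (-1.29 to -0.85) in MCF-7 cells. Among 30 ER chaperone and ERAD genes, *HERPUD1*, *SEC24D* and *CREBRF* fell and none rose, with 6 falling when adjusted over the list alone, and *HERPUD1*, a membrane component of the machinery for degrading misfolded ER proteins, had -1.02 (-1.12 to -0.92) in MDA-MB-231 cells and -0.67 (-0.80 to -0.54) in MCF-7 cells. *HERPUD1*, *SEC24D* and *CREBRF*, like *STARD4*, *SREBF1* and *ACSL1* above, are genes of the paper's Table 1. That table had been read before the lists were written, so these calls are not independent evidence.

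Luminal identity genes had medians of 0.34 in MDA-MB-231 cells and 0.17 in MCF-7 cells, both inside their ranges, and the estrogen receptor gene *ESR1* had 0.73 (0.67 to 0.79) in MCF-7 cells. None of 13 luminal genes rose in the fit, with 4 rising when adjusted over the list alone, and camera gave an adjusted p = 0.00038 (adjusted p = 0.68 with an estimated correlation). Heat shock genes had medians of 0.10 and 0.04, p53 targets 0.04 and 0.03, mitochondrially encoded genes 0.16 and -0.00, replication-dependent histone genes -0.32 and -0.14, and immediate early genes 0.09 and 0.04 (MDA-MB-231 and MCF-7 cells), all inside their ranges. The heat shock gene *HSPA6* had 2.11 (1.48 to 2.85) in MDA-MB-231 cells, and the immediate early genes *FOS* and *EGR1* had 1.02 (0.79 to 1.26) and -0.98 (-1.17 to -0.78) in MCF-7 cells. In MDA-MB-231 cells the genes of G1/S and DNA replication had 0.02 and NRF2 targets 0.12, both inside their ranges. Markers of fibroblasts, leukocytes and endothelium had medians of 0.16, 0.53 and -0.16 in MDA-MB-231 cells over 3, 3 and 5 measured members, all inside their ranges. In MCF-7 cells they held 468, 198 and 253 counts in all, too few members for a median by the same rule. The list of opioid receptors, monoamine transporters and tramadol-metabolizing enzymes held 87 counts in 7 members in MDA-MB-231 cells and 39 counts in 6 members in MCF-7 cells, and a difference was not detectable at this depth. In MDA-MB-231 cells, 17 of 45 lists without the paper's own lay above and 2 below their random ranges, against 2.25 expected outside for independent lists of unrelated genes. In MCF-7 cells 6 of 43 lay above and 14 below, against 2.15. Listed genes can vary together, lists share members, and random lists were not matched on GC content, so these expectations are too low to measure chance.

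The genes of the paper's Table 1 were chosen by the study in comparisons with untreated cells and are not independent of these libraries. In MDA-MB-231 cells, its list for tramadol had a median of -0.79 here, with 75 of 130 genes lower and 37 higher, and its list for *O*-desmethyltramadol had 0.83, with 15 of 24 higher and 1 lower. In MCF-7 cells, the list for tramadol had -0.91, with 65 of 109 lower and 33 higher, and the list for *O*-desmethyltramadol had -0.81, with 24 of 36 lower and 6 higher. Of the genes the paper names as shared between the drugs, *TNFSF15* had -0.68 (-0.89 to -0.48), *PELI2* -0.49 (-1.08 to 0.08), *ENSG00000227706* -0.26 (-0.36 to -0.16) and *ENSG00000272405* -0.14 (-0.32 to 0.04) in MDA-MB-231 cells. In MCF-7 cells, *SPRY4* had -0.36 (-0.89 to 0.17), *H19* -0.02 (-0.77 to 0.73) and *KRT6A*, with 11 and 2 counts, 1.99 (0.02 to 5.43), while *IL1B* had 1 and 0 counts. The paper's qPCR (Fig. 3B,D), a separate experiment, shows higher *ATF4* and *CHAC1* with 0.05 mg/mL *O*-desmethyltramadol than with 0.5 mg/mL tramadol in MDA-MB-231 cells, whereas the ratios here were -0.31 (-0.37 to -0.26) and -0.64 (-1.20 to -0.10). It shows higher *DDIT3* in MCF-7 cells, where the ratio here was -1.52, and lower *DDIT3* in MDA-MB-231 cells and lower *ATF4* and *CHAC1* in MCF-7 cells, the same direction as here.

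The following tests of the interferon genes and of GC content were set before their results were seen, apart from the removal of the GC trend and the test of part of the trend, which were chosen after. Antiviral interferon genes were higher in both lines. With the trend with mean count removed, their medians were 0.38 in MDA-MB-231 cells and 0.67 in MCF-7 cells, above the random ranges. Random lists were matched on mean count, so this removal too moves them nearly alike and by itself tests little. Against those genes of like mean count, the medians before the removal, 0.40 and 0.69, were above the random ranges. That comparison, not the removal, argues against a trend with depth as the whole cause. Total-count scaling and DESeq2 size factors (medians nearest 0 of 0.36 and 0.65) move the random lists alike and do not test a scaling factor of the libraries. With the trend with GC content or gene length removed, the medians nearest 0 were 0.38 and 0.68, above the random ranges, which argues against GC content and length as the cause. The summed leukocyte markers in MCF-7 cells (73 counts with *O*-desmethyltramadol and 125 with tramadol) had a log2 ratio of -1.01 with an upper bound of -0.59, and in MDA-MB-231 cells (225 and 166 counts) they had 0.19 (-0.11 to 0.49). A single gene held 144 of the 198 counts in MCF-7 cells and 289 of the 391 in MDA-MB-231 cells, so its baseline would hide a small share of leukocyte RNA, which the test set beforehand did not allow for. A candidate explanation is a difference in interferon signaling between the drugs at these doses, and leukocyte RNA, the dose, reads shared between paralogs and differences between single cultures stay open.

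Genes at least 2-fold higher in MDA-MB-231 cells were rich in GC, with a median of 56.2% against 47.7% over all genes averaging 50 counts. Removal of the GC trend lowered their number to 96, of which 89 were among the 156. The 67 genes that dropped out had a median log2 ratio of 1.06 (quartiles 1.02 and 1.10) before and 0.86 (0.79 and 0.94) after, so they ended just under the threshold with folds nearly as large, and their loss alone does not show GC content as the source of these ratios. The number was 98 when GC was first taken from the longest transcript of any kind, a definition changed after that result was seen, and 103 or 104 with the trend fitted over genes averaging 50. Over 75 ribosomal protein genes, a class of one function, the slope of the log2 ratio per 10% GC in MDA-MB-231 cells was 0.0892 (95% bootstrap interval 0.0583 to 0.124) against 0.162 over all genes, which argues against a GC bias of the libraries as the source of the whole trend. The lower bound of 0.0583 lies above 0, so a bias behind part of the trend may remain, and in MCF-7 cells the slope was 0.00584 (-0.0249 to 0.0389). No biological explanation was tested.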
